# Dimethyl malonate alleviates obstructive nephropathy by enhancing renal metabolism and inhibiting kidney oxidative stress and inflammation

**DOI:** 10.3389/fphar.2025.1530635

**Published:** 2025-06-10

**Authors:** Wei Zhang, Changde Fu, Jinjin Lai, Jun Xin, Wenbin Zhang

**Keywords:** obstructive nephropathy, dimethyl malonate, mitochondria, oxidative stress, inflammation

## Abstract

**Introduction:**

Obstructive nephropathy is a leading cause of renal injury and fibrosis. Mitochondrial dysfunction represents a hallmark of obstructive nephropathy, a condition that leads to metabolic aberrations, succinate accumulation, reactive oxygen species (ROS) overproduction, tubular damage, and kidney inflammation. Succinate dehydrogenase (SDH) is central to mitochondrial metabolism and targeting SDH with dimethyl malonate (DMM) has been shown to be effective in treating renal ischemia-reperfusion (IR) injury in the murine model. However, the therapeutic potential and underlying mechanisms of DMM against obstructive nephropathy have not been investigated.

**Methods:**

We utilized the unilateral ureteral obstruction (UUO) mouse model to investigate the therapeutic potential of DMM in obstructive nephropathy. Histology, renal fibrosis, and inflammation were analyzed. A murine tubular cell line was used to investigate molecular mechanisms.

**Results:**

DMM administration mitigated UUO-induced renal fibrosis. Transcriptome analysis revealed that DMM promoted mitochondrial function and inhibited renal inflammation in UUO kidneys. The upregulated genes in DMM-treated mice were enriched in metabolic pathways related to fatty acids, organic acids, amino acids, and the PPAR signaling. DMM suppressed the accumulation of CD4^+^ T cells and the production of inflammatory cytokines in UUO kidneys. Moreover, DMM reduced oxidative stress by decreasing mitochondrial ROS production in tubular cells. Mechanistically, at least in part, DMM activated the PPAR signaling pathway in tubular cells, thereby enhancing fatty acid oxidation (FAO) activity and mitochondrial function. Pharmacological activation of PPAR protected against UUO-induced kidney fibrosis and inflammation.

**Conclusion:**

Our study suggests that targeting SDH with DMM could be a promising therapeutic strategy for obstructive nephropathy.

## 1 Introduction

Obstructive nephropathy is a leading cause of renal injury and fibrosis, which can be caused by kidney stones, prostatic hyperplasia, tumors, and congenital urinary abnormalities such as ureteropelvic junction obstruction (Chevalier, 2015; Stevens, 2018; Vemulakonda, 2021). Ureteral obstruction elevates intrapelvic and intratubular hydrostatic pressure and subsequently induces tubular cell damage and chronic inflammation in the kidney. The pro-fibrotic factors lead to the activation of myofibroblasts, which contribute to the excessive deposition of extracellular matrix and renal fibrosis (Humphreys, 2018; Jackson et al., 2018). Currently, the therapeutic options for obstruction-mediated renal fibrosis are limited.

Tubular cells are abundant in mitochondria because of the high energy demands required for maintaining normal kidney function, including electrolyte, water, and acid-base balance (Emma et al., 2016). Mounting evidence has demonstrated that mitochondrial dysfunction and metabolic aberrations are the hallmarks of both acute (Tran et al., 2016; Aparicio-Trejo et al., 2020; Wang Y. et al., 2021) and chronic kidney diseases in patients (Qi et al., 2017; Padovano et al., 2018; Fontecha-Barriuso et al., 2022). Notably, studies, including our own, have shown that obstructive nephropathy is characterized by mitochondrial dysfunction (Martinez-Klimova et al., 2020; Tao et al., 2023). In a murine model, unilateral ureteral obstruction (UUO) induces an early and sustained reduction in oxidative phosphorylation activity and mitochondrial mass (Jimenez-Uribe et al., 2021). Moreover, defective mitochondria contribute to the overproduction of reactive oxygen species (ROS) in the obstructed kidneys, triggering oxidative stress, kidney damage, and fibrosis (Aranda-Rivera et al., 2021). Consequently, the removal of damaged mitochondria by mitophagy restricts mitochondrial ROS (mtROS) generation and alleviates renal fibrosis induced by UUO (Li et al., 2020). An alternative strategy is to restore and boost mitochondrial function, but the options for suitable targets and compounds remain limited.

Renal tubule cells primarily rely on mitochondrial fatty acid oxidation (FAO) as their main energy source (Gao and Chen, 2022). Growing evidence suggests a link between renal pathogenesis and impaired FAO processes (Noels et al., 2021). In kidney diseases, key regulators of FAO (such as PPARα, CPT1A, and ACOX1) are frequently downregulated, exacerbating renal injury and fibrosis (Noels et al., 2021). For instance, PPARα inhibition disrupts FAO homeostasis and promotes fibrotic progression in UUO models (Li et al., 2022). Conversely, overexpression of renal tubule CPT1A, a rate-limiting enzyme in FAO, alleviates UUO-induced renal fibrosis by restoring mitochondrial homeostasis (Miguel et al., 2021). Thus, targeting the FAO process represents a promising therapeutic strategy for obstructive nephropathy.

Succinate dehydrogenase (SDH) plays a central role in mitochondrial metabolism (Dalla Pozza et al., 2020). It is an enzyme that catalyzes the oxidation of succinate to fumarate in the tricarboxylic acid (TCA) cycle and also serves as complex II of the electron transport chain in mitochondria (Van den Bossche et al., 2017). However, under hypoxic conditions, SDH operates reversely to generate succinate, a known inflammatory signal and contributor to ROS production (Chouchani et al., 2014; Martin et al., 2019). Dimethyl malonate (DMM), a malonate ester prodrug, acts as a potent SDH inhibitor (Beach et al., 2020). Although DMM has been shown to ameliorate renal ischemia-reperfusion injury by preserving mitochondrial function (Beach et al., 2020; Carlstrom et al., 2024), its precise mechanisms remain unclear. Furthermore, the therapeutic potential of DMM in obstructive nephropathy remains unexplored.

In this study, we investigated the therapeutic effects of SDH inhibition via DMM to elucidate whether and how DMM protects against kidney injury in obstructive nephropathy.

## 2 Materials and methods

### 2.1 Mice and UUO model

The C57BL/6 background mice were from GemPharmatech (Nanjing, China) and were maintained under specific pathogen-free conditions. The animal experiments were approved by the Ethical Committee of Quanzhou First Hospital. Male mice aged 8 weeks were used to establish the UUO model. A midline abdominal incision was performed after anesthesia (Avertin, Sigma, T48402) and the left ureter was double ligated. Mice were sacrificed 14 days post-UUO and kidneys were harvested for analysis. DMM (Sigma, 136,441, 40 mg/kg) was injected intraperitoneally every other day after UUO. Succinate (Sigma, 4%) was supplemented in the drinking water for 14 days after UUO.

### 2.2 Western blots

Kidney protein extracts were prepared according to standard protocols. Briefly, tissue lysates were separated by SDS-PAGE and transferred to polyvinylidene difluoride membranes (Millipore). The following primary antibodies were used: anti-goat KIM1 (R&D, AF1817-SP), anti-αSMA (Proteintech, 67,735-1-lg), anti-Col I (Abcam, ab260043), anti-fibronectin polyclonal antibody (Proteintech, 15613-1-AP), anti-cleaved caspase-3 (CST, 9661S), anti-IKK-β (CST, 2678T), anti-NF-κB p65 (CST, 8242T), anti-CD38 (Santa Cruz, sc-374650), anti-PPARα (Huaxingbio, HX18360), anti-PPARγ polyclonal antibody (Proteintech, 16643-1-AP), anti-β-actin (Huaxingbio, HX 1827), and anti-GAPDH (60004-1-Ig, Proteintech). Quantification was performed using ImageJ.

### 2.3 Masson staining and histological analysis

The mouse kidneys were fixed in 4% paraformaldehyde and embedded in paraffin. The kidney sections were stained with Masson’s trichrome. Images of the kidney slides were acquired using a NanoZoomer Slide Scanner (Hamamatsu Photonics). Quantification was performed using ImageJ software.

### 2.4 Succinate detection

The mouse kidneys were harvested and homogenized, followed by centrifugation at 10,000 rpm for 5 min. The supernatants were then analyzed for succinate levels using a Succinate Colorimetric Assay Kit (MAK184, Sigma) according to the manufacturer’s instructions.

### 2.5 Kidney leukocyte isolation and flow cytometry analysis

Mice were anesthetized with Avertin (Sigma, T48402). Kidneys were dissected into small fragments and digested in HBSS supplemented with 0.05% collagenase IV and 2 mM CaCl_2_ at 37°C for 25 min. Tissue homogenates were then filtered through a 70-μm nylon mesh and centrifuged at 500 *g* for 5 min. The resultant cell suspensions were treated with an Fcγ receptor-blocking antibody (101,320, BioLegend) for 10 min. The following fluorescently labeled antibodies (all from BioLegend) were applied: CD45-BV421 (103,134), CD11b-FITC (101,206), Ly6G-APC/Cyanine7 (127,624), Ly6C-PE (128,008), F4/80-APC (123,116), CD3-PE (100,206), CD4-PE/Cyanine7 (116,016), CD8a-APC/Cyanine7 (100,713), NK1.1-FITC (156,508), and CD20-APC (152,107). Flow cytometry was performed on a FACSCanto II (BD Biosciences). The data were analyzed using FlowJo software 10.4.

### 2.6 Real-Time quantitative PCR (qPCR)

The mouse kidneys were homogenized and total RNA was extracted using an RNA Extraction kit according to the manufacturer’s instructions (Huaxingbio, HXR8075). Complementary DNA was generated with a Reverse Transcription kit (Takara, RR037A). Real-time quantitative PCR was performed using the iCycler iQ5 Real-Time PCR detection system (Bio-Rad). The expression of the target genes was normalized to the expression of *Gapdh*. Relative gene expression was calculated using the standard 2^−ΔΔCT^ method. The following primers were used.

**Table:** 

Genes	Forward	Reverse
*Gapdh*	AGG​TCG​GTG​TGA​ACG​GAT​TTG	TGT​AGA​CCA​TGT​AGT​TGA​GGT​CA
*Col1a2*	GCA​GGT​TCA​CCT​ACT​CTG​TCC​T	CTT​GCC​CCA​TTC​ATT​TGT​CT
*Acta2*	ACT​GCC​GAG​CGT​GAG​ATT​GT	TGA​TGC​TGT​TAT​AGG​TGG​TTT​CG
*Fn*	CCC​TAT​CTC​TGA​TAC​CGT​TGT​CC	TGC​CGC​AAC​TAC​TGT​GAT​TCG​G
*Il1b*	TGT​AAT​GAA​AGA​CGG​CAC​ACC	TCT​TCT​TTG​GGT​ATT​GCT​TGG
*Il6*	CTG​CAA​GTG​CAT​CAT​CGT​TGT​TC	CTG​CAA​GTG​CAT​CAT​CGT​TGT​TC
*Tnf*	TCCAGGCGGTGCCTATGT	CAC​CCC​GAA​GTT​CAG​TAG​ACA​GA
*Ppara*	ACC​ACT​ACG​GAG​TTC​ACG​CAT​G	GAA​TCT​TGC​AGC​TCC​GAT​CAC​AC
*Pparg*	GTA​CTG​TCG​GTT​TCA​GAA​GTG​CC	ATC​TCC​GCC​AAC​AGC​TTC​TCC​T
*Cpt1a*	GGC​ATA​AAC​GCA​GAG​CAT​TCC​TG	CAG​TGT​CCA​TCC​TCT​GAG​TAG​C
*Acox1*	GCC​ATT​CGA​TAC​AGT​GCT​GTG​AG	CCG​AGA​AAG​TGG​AAG​GCA​TAG​G

### 2.7 Cell culture

The murine proximal tubular cell line TCMK-1 was obtained from Cell Resource Center of the Institute of Basic Medical Sciences (Beijing, China). The cells were cultured in DMEM supplemented with 10% fetal bovine serum. To induce epithelial-myofibroblast transition (EMT), the tubular cells were starved for 24 h and then treated with recombinant human TGF-β (MedChemExpress, HY-P7118, 10 ng/mL) either alone or in combination with DMM (2 mM) for 3 days.

### 2.8 Mitochondrial ROS (mtROS) detection

TCMK-1 cells were treated with TGF-β, DMM, or a combination of both agents as mentioned above. To detect mtROS, a MitoSOX Red Detection Kit (Beyotime, China, S0061S) was used according to the manufacturer’s instructions.

### 2.9 RNA sequencing

Bulk RNA sequencing was performed using UUO kidney tissues treated with PBS or DMM (n = 5). Total RNA was extracted from kidney tissues using an RNA Extraction kit according to the manufacturer’s instructions (Huaxingbio, HXR8075). RNA was qualified and quantified using a NanoDrop and an Agilent 2,100 bioanalyzer. Then RNA was amplified and reverse-transcribed to cDNA for library construction. Samples were sequenced on a NovaseqX Plus platform (Novogene, China). The sequencing data were aligned to the mouse reference genome (version mm10). Differentially expressed genes were analyzed using DESeq2 with five independent replicates using default parameters. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed to determine the effect of DMM on the pathogenesis of obstructive nephropathy.

### 2.10 Statistical analysis

Statistical analyses were performed using GraphPad Prism version 6.0c. The data are presented as mean ± SEM. All experiments were replicated at least three times. The number of biological replicates is indicated in the figure legends. The two-tailed Student’s t-test was used for comparisons between two groups. One-way ANOVA was used to analyze three or more comparisons. A p-value less than 0.05 was considered significant.

## 3 Results

### 3.1 DMM inhibited UUO-induced renal fibrosis and injury

To investigate the therapeutic effect of DMM on obstructive nephropathy, the UUO mouse model was used. UUO mice were treated with PBS or DMM every other day (Figure 1A). As previously reported, DMM administration reduced renal succinate content (Figure 1B). Importantly, DMM-treated mice exhibited decreased levels of collagen I (Col I) and α-smooth muscle actin (αSMA) in UUO kidneys compared to controls (Figures 1C,D). Histological analysis revealed that DMM administration resulted in a reduction in collagen-positive areas compared to the PBS-treated mice (Figure 1E). Moreover, DMM suppressed obstruction-induced renal injury and apoptosis, as evidenced by reduced expression of KIM1 and cleaved caspase-3 in UUO kidneys (Figures 1F,G). These results demonstrate that DMM attenuates UUO-induced renal fibrosis and injury.

**FIGURE 1:**
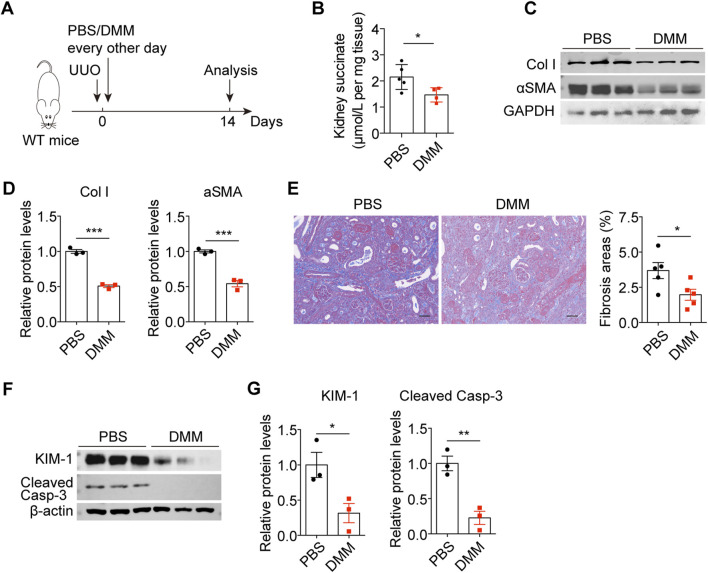
DMM inhibited UUO-induced renal fibrosis and injury. **(A)** The schematic of the experimental design. **(B)** The succinate content in PBS- and DMM-treated UUO kidneys (n = 5). **(C)** Immunoblots and **(D)** quantification of Col I and αSMA in UUO kidneys from mice treated with or without DMM (n = 3). **(E)** Representative Masson staining and quantification of UUO kidneys from mice treated with or without DMM (n = 5). **(F)** Immunoblots and **(G)** quantification of KIM1 and cleaved caspase-3 in UUO kidneys from mice treated with or without DMM (n = 3). The results represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.2 DMM induced metabolic reprogramming and attenuated inflammation in UUO kidneys

To investigate the mechanisms by which DMM regulates obstructive nephropathy, we performed bulk RNA sequencing (RNA-seq) of UUO kidneys treated with PBS or DMM. 

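The kidneys came from male C57BL/6 mice that underwent unilateral ureteral obstruction (UUO) at 8 weeks of age and were sacrificed 14 days later. DMM is a malonate ester that inhibits succinate dehydrogenase, and it was injected intraperitoneally at 40 mg/kg every other day, with PBS as the control. RNA from each kidney made up a single library, with 5 PBS-treated and 5 DMM-treated mice. The authors aligned the reads to the mouse genome mm10 and deposited the number of reads counted on each of 54532 genes, without normalization. FPKM values of the same libraries, the position of each gene and a table of the authors' DESeq2 comparison were deposited with them. The total count per library was between 16457495 and 18078777 in PBS kidneys (median 17825223) and between 15722527 and 19475833 in DMM kidneys (median 16794390). The paper states 5 independent replicates for this comparison. The group means in the authors' deposited table, however, are weighted sums of 4 PBS and 4 DMM libraries, in which PBS replicate 3 and DMM replicate 1 have a weight of 0. When DESeq2 was run with default parameters on those 8 libraries, it called the same 748 genes higher and 909 genes lower as the authors' deposited table at an adjusted p under 0.05 and a fold change above 1.5. The paper gives no reason for leaving these libraries out. Values at each conclusion are therefore given first over these 8 libraries, which were identified only after the data were examined, and then over all 10 libraries. Counts were normalized by edgeR's TMM method and tested by its quasi-likelihood test, which covered 16550 genes over the 8 libraries and 16505 genes over all 10. A gene was called when its fold change was above 1.5, the threshold of the paper, and its adjusted p was under 0.05. GO and KEGG annotation was not used here. In its place, 14 gene lists named after terms in Figure 2 were written before the data were examined. They were tested for over-representation among called genes, and by the mean log2 CPM of the list in each mouse.

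**Figure D1:**
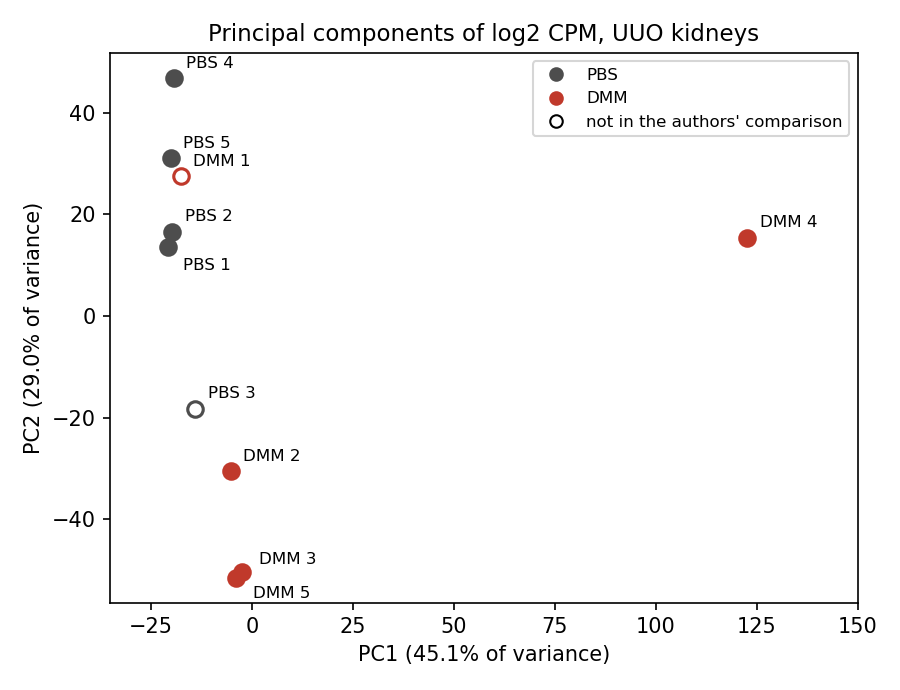
Principal components of log2 CPM for the 10 UUO kidney libraries, with PC1 (45.1% of variance) on the x axis and PC2 (29.0%) on the y axis, and each point a library colored by treatment, open where it was not in the authors' comparison. DMM replicate 4 lies at 123 on PC1 and every other library below 0, while on PC2 PBS replicate 3 lies at -18.3, toward DMM replicates 2, 3 and 5, and DMM replicate 1 at 27.4, among the PBS libraries.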

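Over the 8 libraries of the authors' comparison, 452 genes were called higher in DMM-treated kidneys by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1067 had a fold change above 1.5 at an unadjusted p under 0.05. All 452 called genes were also higher in the authors' deposited table at the same thresholds. The count depended on scaling and on the threshold. With library size alone in place of TMM, 276 genes were higher and 700 lower, and with a correction for GC content and transcript length 786 were higher and 684 lower, against 452 and 590. At an adjusted p under 0.01, 73 genes were higher. The retinol dehydrogenase gene Rdh16f2 (chromosome 10, 127866474 to 127877317), whose family members could share reads with it, had the largest rise among called genes whose values did not overlap between the groups. Its normalized count was 4.76 ± 2.31 (SD, n = 4) CPM in PBS and 47.4 ± 34.4 (SD, n = 4) CPM in DMM kidneys, a log2 fold change of 3.32 (standard error 0.65, adjusted p = 0.0191 from edgeR's quasi-likelihood test). Sec14l3, the mitochondrial tRNA gene mt-Tl1, Ceacam2 and Gnmt followed, with log2 fold changes of 2.95, 2.74, 2.72 and 2.67. The rise of mt-Tl1 leaned on DMM replicate 4, at 10.3 CPM, against 2.02 to 3.28 CPM in DMM replicates 2, 3 and 5. Its log2 fold change over all 10 libraries was 2.17, and 1.39 when DMM replicate 4 was left out. Ceacam2 overlaps a gene on the opposite strand. When all 10 libraries were tested, 0 genes were called higher, against 315 with a fold change above 1.5 at an unadjusted p under 0.05. The smallest adjusted p of any gene was then 0.378 (edgeR). Of the 450 genes called higher over the 8 libraries that were tested over all 10, 450 were higher there too and 257 had an unadjusted p under 0.05, although 8 of the libraries are common to both sets. Their median log2 fold change was 1.05 over the 8 libraries and 0.68 over all 10. Rdh16f2 was at 24.6 CPM in PBS replicate 3 and 5.06 CPM in DMM replicate 1, and its log2 fold change over all 10 libraries was 2.16 (standard error 0.82, adjusted p = 0.403, edgeR).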

Gene Ontology (GO) analysis revealed that the upregulated genes (fold change >1.5) in DMM-treated kidneys were significantly enriched in metabolic pathways (Figure 2A). Specifically, biological processes (BP) involved in the metabolism of fatty acids, organic acids, amino acids, and coenzymes were enriched in DMM-treated kidneys (Figure 2A). 

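Of the tested genes of the fatty acid oxidation list, 11 of 50 were called higher over the 8 libraries, against 1.37 expected from the share of all tested genes (odds ratio 10.3, one-sided Fisher's exact test, adjusted p = 1.02e-07 over 14 lists). The amino acid metabolism list had 16 of 55 (odds ratio 15.1, adjusted p = 2.31e-12) and the list of branched-chain amino acid degradation 11 of 45 (odds ratio 11.8, adjusted p = 3.82e-08, both Fisher's exact test). With mice as the replicates, the mean log2 CPM of the fatty acid oxidation list was higher in the 4 DMM kidneys by 0.69 (SD 0.23 in PBS and 0.54 in DMM), that of the amino acid metabolism list by 0.82 and that of the branched-chain amino acid degradation list by 0.55. These differences did not pass exact two-sided permutation tests (p = 0.114, 0.0857 and 0.114, each with an adjusted p of 0.123 over 14 lists). The smallest p that 4 mice against 4 allow is 0.0286. When all 10 libraries were used, no gene of these lists was called, and at an unadjusted p under 0.05 with a fold change above 1.5 there were 5, 3 and 2. The differences in list means were then 0.39, 0.45 and 0.29 (exact permutation tests, adjusted p = 0.343, 0.343 and 0.393). The fatty acid oxidation list stood at 0.66 in PBS replicate 3 and -0.16 in DMM replicate 1, relative to the mean of the 5 PBS mice. The amino acid metabolism list stood at 0.77 and -0.25, and the branched-chain amino acid degradation list at 0.59 and -0.14. DMM replicate 4, at -0.22, -0.12 and -0.34, was below the PBS mean in all 3 lists. Among fits within the 8 libraries, leaving out DMM replicate 4 moved the fatty acid oxidation difference most, to 0.95, and the differences of all 14 lists then passed (exact permutation tests, adjusted p = 0.0286). With the correction for GC content and length, which was chosen after the data were examined, 11 of the 14 lists passed over the 8 libraries (exact permutation tests, adjusted p = 0.0364). In both fits every list that passed stood at the smallest p that the design allows, so passing depends on how many lists reach it. With the correction, the lists that did not pass were those of branched-chain amino acid degradation, tryptophan metabolism and the respiratory chain. Among single genes, the peroxisomal carnitine octanoyltransferase gene Crot (chromosome 5, 8966033 to 8997324) was at 141 ± 26 (SD, n = 4) CPM in PBS and 280.4 ± 39.4 (SD, n = 4) CPM in DMM kidneys, a log2 fold change of 0.99 (standard error 0.17, adjusted p = 0.0112, edgeR). Its log2 fold change over all 10 libraries was 0.55 (adjusted p = 0.513, edgeR), with 294 CPM in PBS replicate 3 and 133 CPM in DMM replicate 1. The lysine degradation gene Hykk had a log2 fold change of 1.40 over the 8 libraries and 0.78 over all 10, and Aldh6a1, which overlaps Bbof1 on the opposite strand, 1.42 and 0.81.

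**Figure D2:**
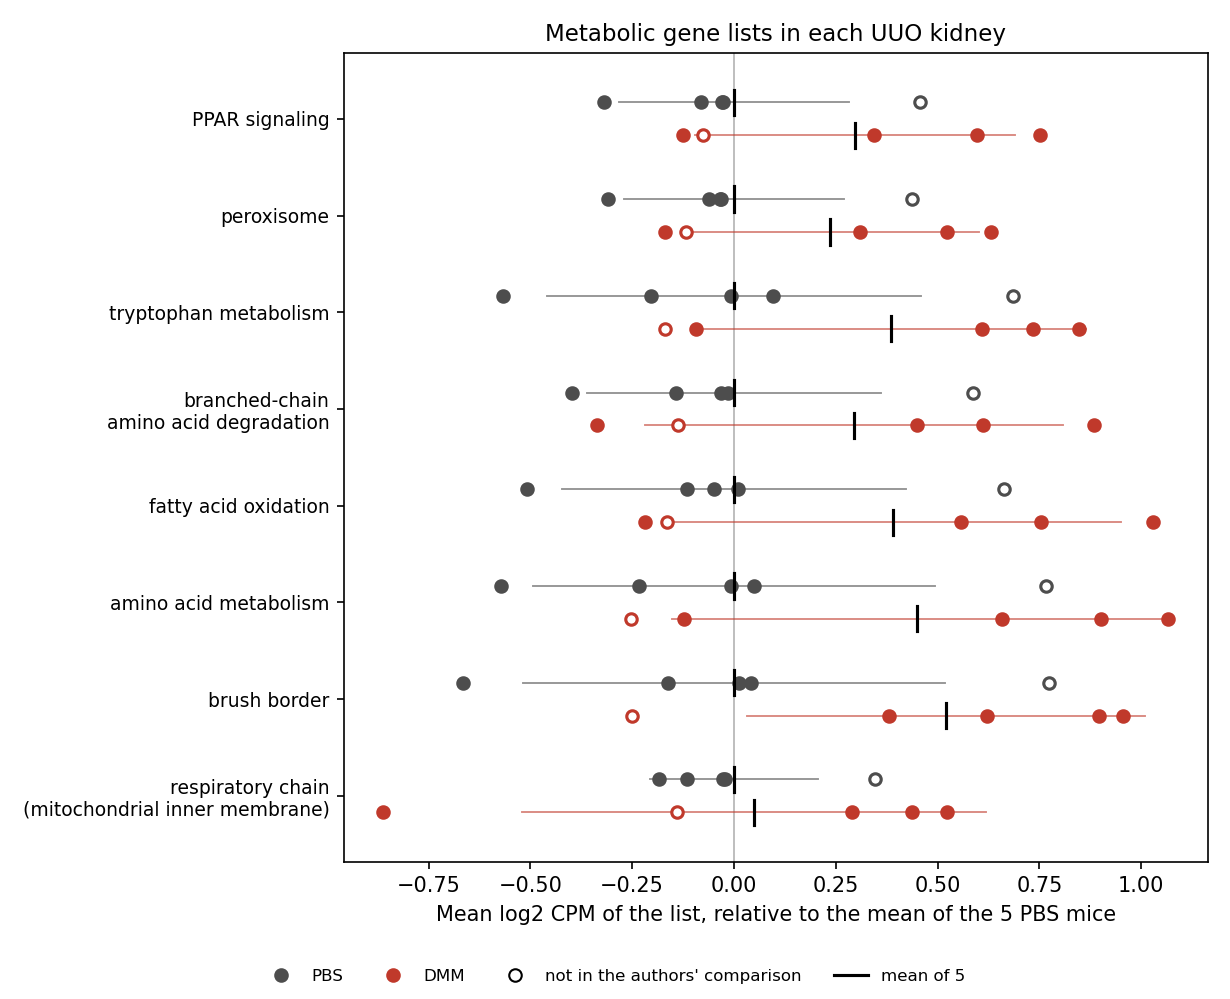
Mean log2 CPM of 8 metabolic gene lists in each UUO kidney, relative to the mean of the 5 PBS mice (x axis), with each point a mouse, open where it was not in the authors' comparison, black ticks the mean of 5 and lines the SD. The open PBS point (replicate 3) is the highest PBS kidney in every list, at 0.66 for fatty acid oxidation, and the open DMM point (replicate 1) lies below 0 in every list.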

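The brush border list, made of apical transporters and enzymes of the proximal tubule, had 22 of 55 tested genes called higher over the 8 libraries (odds ratio 24.9, one-sided Fisher's exact test, adjusted p = 9.51e-20). Its mean log2 CPM was higher in DMM kidneys by 0.91 (SD 0.33 in PBS and 0.27 in DMM, n = 4 each, exact permutation test, p = 0.0286, adjusted p = 0.0571), and every DMM kidney of the 8 libraries lay above every PBS kidney. This did not hold over all 10 libraries, in which PBS replicate 3 was at 0.77 and DMM replicate 1 at -0.25 and the difference was 0.52 (exact permutation test, p = 0.143, adjusted p = 0.286). No gene of the list was then called, against 9 at an unadjusted p under 0.05 with a fold change above 1.5. The phosphate transporter gene Slc17a1 (chromosome 13, 23867750 to 23895730) was at 73.1 ± 19.6 (SD, n = 4) CPM in PBS and 195 ± 24.4 (SD, n = 4) CPM in DMM kidneys of the 8 libraries (log2 fold change 1.42, standard error 0.21, adjusted p = 0.00620, edgeR). It was at 197 CPM in PBS replicate 3 and 70.5 CPM in DMM replicate 1, and over all 10 libraries its log2 fold change was 0.80 (adjusted p = 0.484, edgeR). For the inner membrane, the list held 75 nuclear genes of the respiratory chain and ATP synthase and not the other proteins of that membrane. Of these, 1 of 75 was called higher over the 8 libraries, Ndufs1, which overlaps Eef1b2 on the opposite strand (odds ratio 0.480, one-sided Fisher's exact test, adjusted p = 0.875). Over all 10 libraries none was called, nor did any pass an unadjusted p under 0.05 with a fold change above 1.5. The list mean differed by 0.18 over the 8 libraries (exact permutation test, p = 0.657) and by 0.05 over all 10 (p = 0.921), less than the SD of 0.57 among the 5 DMM kidneys. PBS replicate 3 was at 0.35, DMM replicate 1 at -0.14 and DMM replicate 4 at -0.86. Without DMM replicate 4, 22 of the 75 genes were called higher over the other 7 of the 8 libraries. Subunits encoded by the mitochondrial genome were not in that list. The mean log2 CPM of 12 transcripts of that genome was higher in DMM kidneys by 1.39 over the 8 libraries (exact permutation test, p = 0.0286, adjusted p = 0.0679 over 19 lists used as checks) and by 0.95 over all 10 (p = 0.0238, adjusted p = 0.188). It stood at 0.83 in PBS replicate 3 and at 0.00 in DMM replicate 1. In the Reactome set of respiratory electron transport, 11 of 11 genes of the mitochondrial genome and 1 of 64 nuclear genes were called higher over the 8 libraries. This split was examined after the values had been seen.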

Cellular component (CC) analysis revealed enrichment of upregulated genes in brush border and mitochondrial inner membranes (Figure 2A). In addition, Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis identified significant enrichment of metabolic pathways, including peroxisome metabolism, tryptophan metabolism, and PPAR signaling activation (Figure 2B). These transcriptomic findings collectively indicate that DMM treatment enhances metabolic homeostasis in UUO kidneys. 

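Among genes called higher over the 8 libraries were 14 of 80 tested genes of the peroxisome list (odds ratio 7.76, adjusted p = 4.28e-08), 7 of 35 of the tryptophan metabolism list (odds ratio 9.02, adjusted p = 4.04e-05) and 14 of 65 of the PPAR signaling list (odds ratio 10.1, adjusted p = 3.59e-09, all one-sided Fisher's exact tests). The list means were higher in DMM kidneys by 0.43, 0.69 and 0.50 on the log2 scale. Between mice, the SD of the PPAR signaling list was 0.14 in PBS and 0.38 in DMM kidneys (n = 4 each), and exact permutation tests gave p = 0.114, 0.0857 and 0.114, with an adjusted p of 0.123 for each. With all 10 libraries these differences were 0.24, 0.39 and 0.30 (exact permutation tests, p = 0.302, 0.262 and 0.206). PBS replicate 3 stood at 0.44, 0.69 and 0.46, above the mean of the 5 DMM kidneys in each list, and DMM replicate 1 at -0.12, -0.17 and -0.08. No gene of the 3 lists was called over all 10 libraries. At an unadjusted p under 0.05 with a fold change above 1.5, the PPAR signaling list had 10 of 65 genes (odds ratio 9.61, adjusted p = 9.17e-07), the peroxisome list 4 of 80 (adjusted p = 0.104) and the tryptophan list 1 of 35 (adjusted p = 0.573, Fisher's exact tests). Once the slope of the PPAR signaling list on proximal tubule marker genes within each group was taken off, -0.02 of its difference of 0.50 over the 8 libraries was left. The glycerol kinase gene Gk (chromosome X, 85701937 to 85776819) had the smallest p of the PPAR signaling list. It was at 87.8 ± 21.7 (SD, n = 4) CPM in PBS and 253 ± 42.4 (SD, n = 4) CPM in DMM kidneys of the 8 libraries (log2 fold change 1.53, standard error 0.20, adjusted p = 0.00405, edgeR), and at 249 CPM in PBS replicate 3 and 84.4 CPM in DMM replicate 1. Its log2 fold change over all 10 was 0.87 (adjusted p = 0.470, edgeR). Scd1 of the same list had a log2 fold change of 1.42 over the 8 libraries and 0.98 over all 10, and Nudt19 of the peroxisome list 1.18 and 0.71. Kmo of the tryptophan list, which overlaps Fh1 on the opposite strand, had 1.35 and 0.78.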

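A screen that was not limited to terms of the paper covered the Reactome pathway sets by limma's camera, a test of whether the genes of a set are ranked together, with an inter-gene correlation of 0.01. Over the 8 libraries, 62 of 893 sets were higher in DMM kidneys at an adjusted p under 0.05, and over all 10 libraries 46 of 890. The 131 genes of the citric acid cycle and respiratory electron transport had a median log2 difference of 0.26 over the 8 libraries (adjusted p = 2.27e-09) and 0.13 over all 10 (adjusted p = 8.28e-05, limma). Biological oxidations, with 118 genes, had a median difference of 0.44 and 0.25 (adjusted p = 3.03e-08 and 3.80e-05, limma), and pyruvate metabolism with the citric acid cycle, with 40 genes, 0.46 and 0.26 (adjusted p = 2.63e-08 and 4.76e-05, limma). The count rested on the assumed correlation. With the correlation estimated for each set, 0 sets were higher over the 8 libraries and 0 over all 10, against 35 and 14 at an unadjusted p under 0.05. From the enrichment of metabolic processes, mitochondrial and brush border components, and peroxisome, tryptophan and PPAR pathways among the upregulated genes (Figures 2A,B), the paper concludes that metabolic homeostasis in UUO kidneys is enhanced by DMM.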

Importantly, our findings align with previous studies indicating that mitochondrial dysfunction and metabolic aberrations are central pathological features of chronic kidney diseases, including obstructive nephropathy (Fontecha-Barriuso et al., 2022; Tao et al., 2023).

**FIGURE 2:**
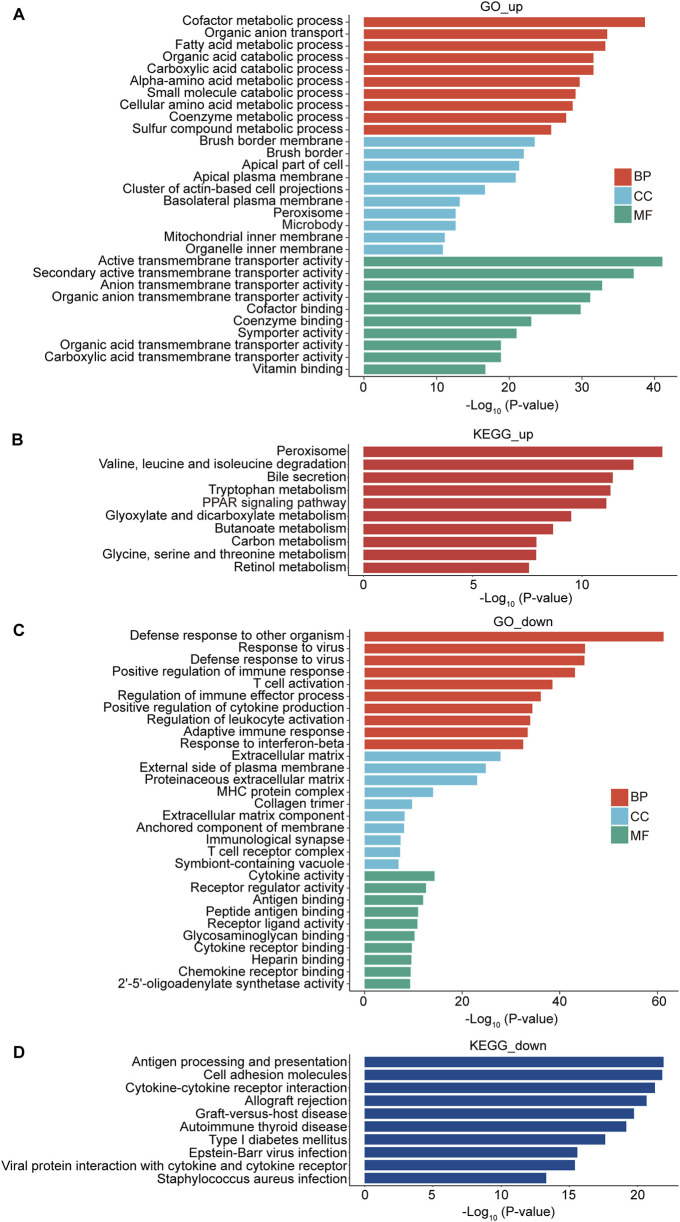
DMM triggered metabolic reprogramming and blunted inflammation in UUO kidneys. Bulk RNA-seq analysis of the UUO kidneys from mice treated with or without DMM. **(A)** GO analysis of the upregulated genes in DMM-treated mice. The top 10 enriched pathways were shown, including biological process (BP), cellular component (CC), and molecular function (MF). **(B)** KEGG analysis of the upregulated genes in DMM-treated mice and the top 10 pathways were shown. **(C)** GO analysis of the downregulated genes in DMM-treated mice and the top 10 enriched pathways were shown. **(D)** KEGG analysis of the downregulated genes in DMM-treated mice and the top 10 pathways were shown.

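The terms drawn for the downregulated genes in Figure 2C also include the response to virus, the response to interferon-beta and the extracellular matrix. Of the interferon response list, 88 of 92 tested genes were called lower over the 8 libraries (odds ratio 695, one-sided Fisher's exact test, adjusted p = 1.79e-123). The list mean was -2.35 in DMM relative to PBS kidneys (SD 0.20 in PBS and 0.20 in DMM, n = 4 each, exact permutation test, p = 0.0286, adjusted p = 0.0571). With all 10 libraries it was -1.85 (exact permutation test, p = 0.0238, adjusted p = 0.0889). The DMM kidneys split, with replicates 2 to 5 at -2.06, -2.27, -2.34 and -2.53 and replicate 1 at -0.04, within the range of the PBS kidneys, in which replicate 3 was at -0.19. No gene of the list was called over all 10 libraries, while 89 of 92 were lower at an unadjusted p under 0.05 with a fold change above 1.5. Oasl1 (chromosome 5, 114923240 to 114937915) had the smallest p of the list, with 121 ± 19.9 (SD, n = 4) CPM in PBS and 11 ± 1.09 (SD, n = 4) CPM in DMM kidneys of the 8 libraries (log2 fold change -3.46, standard error 0.16, adjusted p = 6.88e-05, edgeR). It was at 87.4 CPM in PBS replicate 3 and 106 CPM in DMM replicate 1, for a log2 fold change of -1.93 over all 10 libraries (adjusted p = 0.387, edgeR). The extracellular matrix list had 19 of 82 genes called lower over the 8 libraries (odds ratio 8.39, one-sided Fisher's exact test, adjusted p = 1.31e-10) and a mean difference of -0.69 (exact permutation test, p = 0.0286, adjusted p = 0.0571). This did not hold over all 10 libraries, with a difference of -0.41 (p = 0.127 by exact permutation). No gene was then called, and 3 genes were lower at an unadjusted p under 0.05 with a fold change above 1.5, against 3.37 expected. PBS replicate 3 was at -0.45 and DMM replicate 1 at 0.25, each outside the range of the other 4 kidneys of its group.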

Conversely, the downregulated genes (fold change >1.5) in DMM-treated kidneys were significantly enriched in pro-inflammatory biological processes, such as positive regulation of immune response, T cell activation, positive regulation of cytokine production, and adaptive immune response (Figure 2C). 

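Over the 8 libraries, 590 genes were called lower in DMM kidneys and 1198 had a fold change above 1.5 at an unadjusted p under 0.05. Of the called genes, 589 were also lower in the authors' deposited table. When all 10 libraries were tested, 0 genes were called lower and 678 passed an unadjusted p under 0.05 with the same fold change. Of the 589 genes tested in both sets, 589 were lower over all 10 libraries as well, 509 of them with an unadjusted p under 0.05, and their median log2 fold change moved from -1.23 to -0.86. Among the 5 largest estimated falls of called genes whose values did not overlap between the groups were A630012P03Rik, which overlaps Gpc3 on the opposite strand, and I830127L07Rik. Each had at most 1 count in any DMM kidney of the 8 libraries. Against a floor of 3 counts they were at least 5.36-fold and at least 7.22-fold lower. Their rank among falls is not resolved at this depth. Isg15, Apol9a and Mx2 had log2 fold changes of -4.10, -4.09 and -3.97 over the 8 libraries and -2.08, -2.21 and -2.22 over all 10. Apol9a and Mx2 belong to gene families whose reads the authors' counting could have split. The T cell activation list had 13 of 58 tested genes called lower over the 8 libraries (odds ratio 7.97, one-sided Fisher's exact test, adjusted p = 1.11e-07). Its mean log2 CPM was -1.18 in DMM relative to PBS kidneys (SD 0.25 and 0.40 in PBS and DMM, n = 4 each, exact permutation test, p = 0.0286, adjusted p = 0.0571). With all 10 libraries it was -0.93 (exact permutation test, p = 0.0159, adjusted p = 0.0889), with PBS replicate 3 at -0.20 and DMM replicate 1 at -0.15. None of its genes was called over all 10 libraries, against 32 of 58 at an unadjusted p under 0.05 with a fold change above 1.5. Without DMM replicate 1, its difference over the other 9 libraries passed (exact permutation test, adjusted p = 0.0278), as did those of the antigen presentation, cytokine, cell adhesion and interferon lists. Cd274, which encodes PD-L1 (chromosome 19, 29367455 to 29388095), was at 46.9 ± 12.4 (SD, n = 4) CPM in PBS and 12.2 ± 5.58 (SD, n = 4) CPM in DMM kidneys of the 8 libraries (log2 fold change -1.94, standard error 0.31, adjusted p = 0.00928, edgeR). With 40.4 CPM in PBS replicate 3 and 31.7 CPM in DMM replicate 1, its log2 fold change over all 10 was -1.50 (adjusted p = 0.378, edgeR), and every DMM kidney was below every PBS kidney (exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). Cd69 had a log2 fold change of -1.80 over the 8 libraries and -1.13 over all 10, and Il2rg -1.30 and -1.01. Whether the falls of the T cell activation, antigen presentation, cytokine and cell adhesion lists are separate from that of the interferon list was not tested. They are therefore not to be read as independent results.

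**Figure D3:**
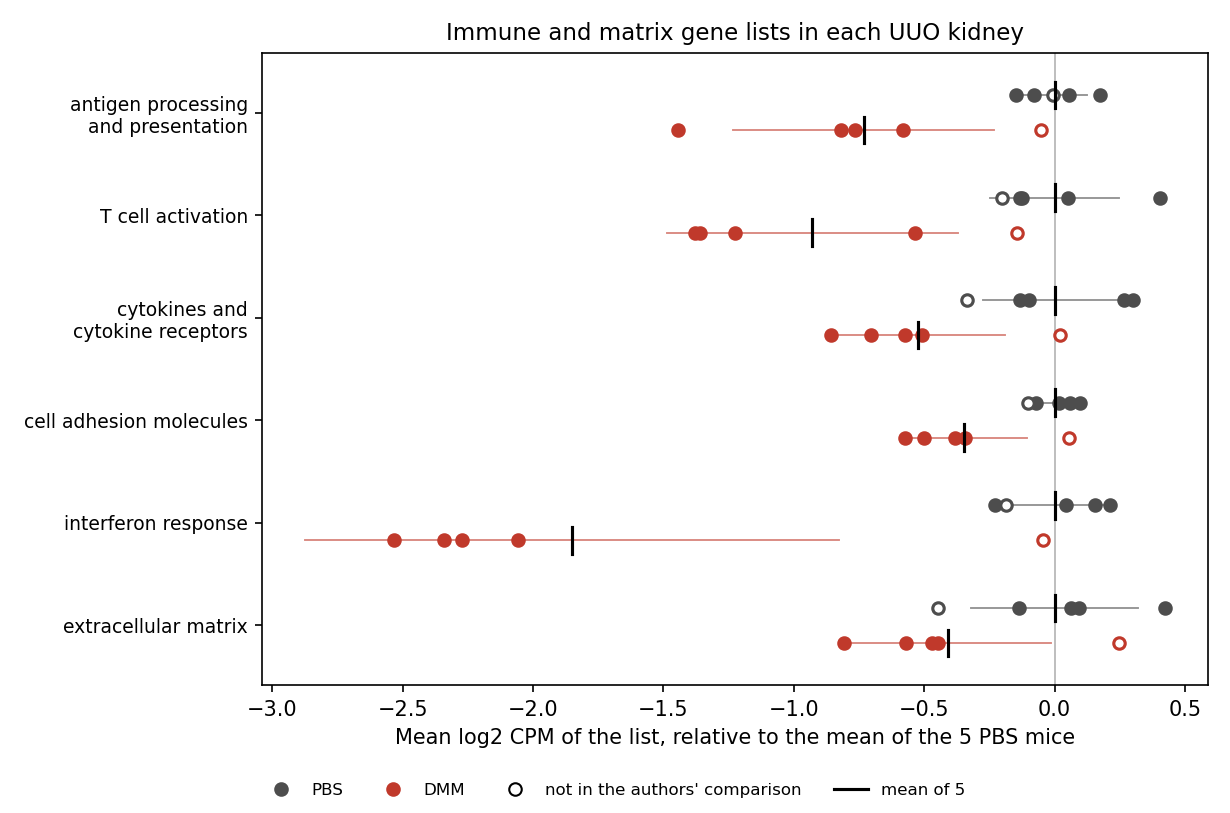
Mean log2 CPM of 6 immune and matrix gene lists in each UUO kidney, relative to the mean of the 5 PBS mice (x axis), with each point a mouse, open where it was not in the authors' comparison, black ticks the mean of 5 and lines the SD. For T cell activation, DMM replicates 2 to 5 lie between -1.38 and -0.54, below every PBS kidney, and the open DMM point (replicate 1) lies at -0.15, among the PBS kidneys.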

Molecular function (MF) enrichment showed that the downregulated genes were involved in cytokine activity, antigen binding, and receptor-ligand activity (Figure 2C). 

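The list of cytokines and cytokine receptors had 27 of 120 tested genes called lower over the 8 libraries (odds ratio 8.18, one-sided Fisher's exact test, adjusted p = 4.97e-14). Its mean log2 CPM was -0.75 in DMM relative to PBS kidneys, larger in size than either SD (0.23 in PBS and 0.15 in DMM, n = 4 each). The exact permutation test of this difference gave p = 0.0286, with an adjusted p of 0.0571. With all 10 libraries the difference was -0.52 (exact permutation test, p = 0.0317, adjusted p = 0.0889), with PBS replicate 3 at -0.34 and DMM replicate 1 at 0.02. No gene of the list was called over all 10 libraries, against 29 of 119 at an unadjusted p under 0.05 with a fold change above 1.5. The chemokine gene Cxcl10 (chromosome 5, 92346638 to 92348889), which overlaps Art3 on the opposite strand, was at 152 ± 39.6 (SD, n = 4) CPM in PBS and 21 ± 4.75 (SD, n = 4) CPM in DMM kidneys of the 8 libraries (log2 fold change -2.86, standard error 0.23, adjusted p = 0.000238, edgeR). In PBS replicate 3 it was at 116 CPM and in DMM replicate 1 at 138 CPM, for a log2 fold change of -1.70 over all 10 libraries (adjusted p = 0.385, edgeR). The receptor gene Il10ra had a log2 fold change of -1.38 over the 8 libraries and -0.97 over all 10, and Csf1 -1.02 and -0.74.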

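In the list of antigen processing and presentation, 19 of 58 tested genes were called lower over the 8 libraries (odds ratio 13.6, adjusted p = 2.10e-13), and in the cell adhesion molecules list 17 of 90 (odds ratio 6.45, adjusted p = 2.81e-08, both one-sided Fisher's exact tests). The list means differed by -0.90 and -0.46 on the log2 scale. For antigen presentation the SD was 0.14 in PBS and 0.38 in DMM kidneys, and for cell adhesion molecules 0.08 and 0.09 (n = 4 each). Exact permutation tests gave p = 0.0286 for each, with an adjusted p of 0.0571. With all 10 libraries the differences were -0.73 and -0.35 (exact permutation tests, p = 0.0238 and 0.0317, adjusted p = 0.0889 each). PBS replicate 3 stood at 0.00 and -0.10 and DMM replicate 1 at -0.05 and 0.05. None of these genes was called over all 10 libraries, against 25 of 58 and 24 of 89 at an unadjusted p under 0.05 with a fold change above 1.5. Nlrc5, the gene of an activator of MHC class I transcription (chromosome 8, 94434356 to 94527272), overlaps a gene on the opposite strand. It was at 96.4 ± 12.6 (SD, n = 4) CPM in PBS and 26.4 ± 3.55 (SD, n = 4) CPM in DMM kidneys of the 8 libraries (log2 fold change -1.87, standard error 0.14, adjusted p = 0.000188, edgeR), at 92.1 CPM in PBS replicate 3 and 96.4 CPM in DMM replicate 1, and its log2 fold change over all 10 libraries was -1.24 (adjusted p = 0.378, edgeR). Tap1, which overlaps Psmb9 on the opposite strand, had a log2 fold change of -2.13 over the 8 libraries and -1.40 over all 10, and Siglec1 of the cell adhesion list -2.08 and -1.37.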

KEGG analysis demonstrated a notable association of the downregulated genes with immune response, such as antigen processing and presentation, cell adhesion molecules, and cytokine-cytokine receptor interaction (Figure 2D). 

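Among Reactome sets tested by limma's camera, 85 of 893 were lower in DMM kidneys over the 8 libraries and 81 of 890 over all 10. Interferon gamma signaling, with 78 genes, had the smallest p in both, with a median log2 difference of -1.08 over the 8 libraries (adjusted p = 8.37e-24) and -0.88 over all 10 (adjusted p = 1.81e-21, limma). Immunoregulatory interactions between lymphoid and non-lymphoid cells, with 55 genes, had a median difference of -0.91 and -0.78 (adjusted p = 2.53e-11 and 6.95e-12, limma). For cytokine signaling in the immune system it was -0.36 and -0.23 (adjusted p = 1.11e-10 and 1.92e-08, limma). With the correlation between genes estimated for each set, 0 sets were lower over the 8 libraries and 0 over all 10, against 46 and 16 at an unadjusted p under 0.05.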

Taken together, these findings suggest that DMM exerts dual therapeutic effects by simultaneously enhancing metabolic function and suppressing inflammatory cascades in obstructed kidneys.

### 3.3 DMM inhibited the production of mtROS in tubular cells

Oxidative stress, a key feature of obstructive nephropathy, is consistently associated with mitochondrial dysfunction (Aranda-Rivera et al., 2021). Given that DMM enhanced mitochondrial function in UUO kidneys, we investigated whether mtROS was affected by DMM. Through *in vitro* experiments using the murine tubular cell line TCMK-1, we found that TGF-β stimulation induced mtROS generation during tubular cell epithelial-myofibroblast transition (EMT) (Figures 3A–C), consistent with previous reports (Veith et al., 2021; Liao et al., 2022). Notably, DMM administration almost completely abolished mtROS production in TCMK-1 cells (Figures 3A–C). These data demonstrate that DMM effectively inhibits mtROS production in tubular cells.

**FIGURE 3:**
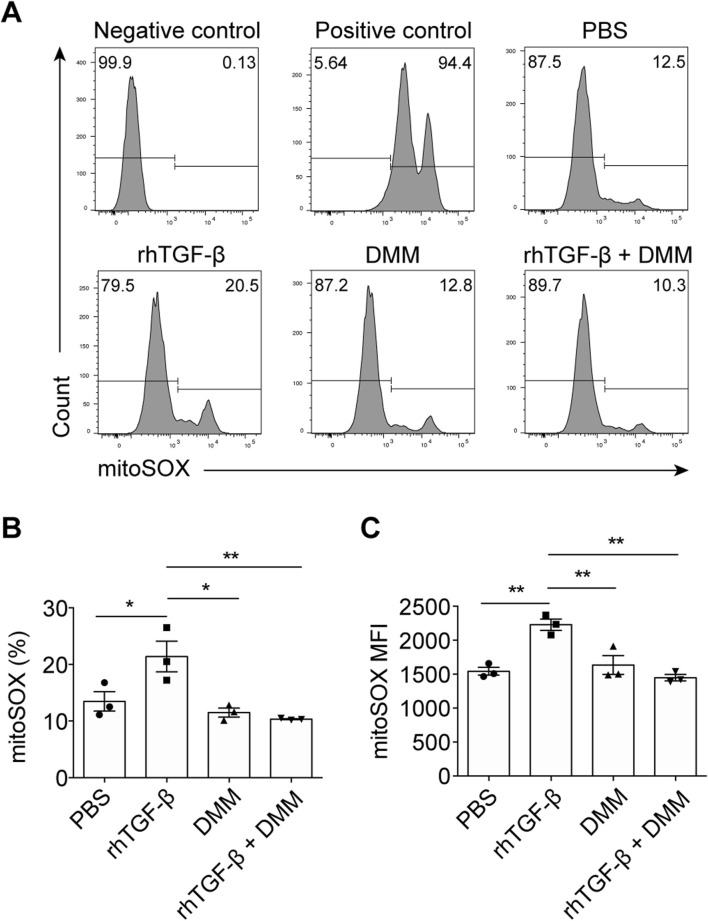
DMM inhibited the production of mtROS in tubular cells. **(A)** Representative flow cytometry plots of MitoSOX Red in TCMK-1 cells treated with positive stimulation, rhTGF-β, DMM, and rhTGF-β + DMM. **(B)** Quantification of MitoSOX Red positive cells in **(A)** (n = 3). **(C)** Quantification of mean fluorescence intensity (MFI) of MitoSOX Red in TCMK-1 cells (n = 3). The results represent mean ± SEM. *P < 0.05, **P < 0.01.

### 3.4 DMM inhibited CD4^+^ T cell infiltration and kidney inflammation

To investigate the effects of DMM on renal inflammation, we analyzed kidney immune cell populations by flow cytometry. Interestingly, DMM administration did not alter the accumulation of monocytes, macrophages, neutrophils, B cells, or natural killer T (NKT) cells in obstructed kidneys (Figures 4A–E). However, compared to the control mice, DMM-treated mice exhibited significantly reduced infiltration of CD4^+^ T cells and natural killer (NK) cells into UUO kidneys (Figures 4C,E–G), consistent with RNA-seq findings. 

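In the RNA-seq libraries, Cd4 (chromosome 6, 124864692 to 124888221) was at 18.9 ± 4.44 (SD, n = 4) CPM in PBS and 8.26 ± 2.49 (SD, n = 4) CPM in DMM kidneys of the 8 libraries, a log2 fold change of -1.19 (standard error 0.26, adjusted p = 0.0271, edgeR). Its log2 fold change over all 10 was -0.96 (standard error 0.25, adjusted p = 0.378, edgeR), with 14.7 CPM in PBS replicate 3 and 13.4 CPM in DMM replicate 1. Every DMM kidney had a lower value than every PBS kidney in both sets (exact permutation test, p = 0.0286 over the 8 libraries and 0.00794 over all 10). Cd3e and Cd8a were not called by edgeR. Their log2 fold changes were -1.14 and -1.27 over the 8 libraries (adjusted p = 0.215 and 0.102, edgeR) and -1.09 and -0.80 over all 10 (adjusted p = 0.388 and 0.532, edgeR). In the authors' deposited table, Cd8a was called lower (adjusted p = 0.0249, DESeq2) and Cd3e was not called (adjusted p = 0.144, DESeq2). The mean log2 CPM of 14 T cell marker genes differed by -1.20 over the 8 libraries (exact permutation test, p = 0.0571) and by -0.99 over all 10 (p = 0.0317, adjusted p = 0.188 over 19 lists used as checks). That of 8 NK cell marker genes differed by -0.61 (SD 0.30 in PBS and 0.24 in DMM, n = 4 each, exact permutation test, p = 0.0286, adjusted p = 0.0679) and by -0.52 over all 10 (p = 0.0397, adjusted p = 0.188 by exact permutation). PBS replicate 3 was at -0.05 and 0.14 and DMM replicate 1 at -0.18 and -0.02 in the T cell and NK cell lists. Macrophage marker genes, of a cell type that the paper reports as unaltered, also differed, by -0.94 over the 8 libraries and -0.72 over all 10 (exact permutation tests, p = 0.0286 and 0.0159, adjusted p = 0.0679 and 0.188). Klrb1c, the gene of the NK1.1 antigen used to gate NK cells, had a log2 fold change of 0.04 over the 8 libraries (standard error 0.56, adjusted p = 0.979, edgeR) and 0.12 over all 10, and its sign changed when single libraries were left out. Its total count was 180 in the 10 libraries together, so a small change was not detectable at this depth. Klrk1, the gene of the NK cell receptor NKG2D, fell by 1.60 over the 8 libraries (adjusted p = 0.0148, edgeR) and by 1.22 over all 10 (adjusted p = 0.378, edgeR) on the log2 scale.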

Immunoblot analysis further demonstrated that DMM significantly suppressed NF-κB pathway activation (Figures 4H,I). We have previously shown that CD38 is an important promoter of renal inflammation in UUO kidneys (Tao et al., 2023). Interestingly, DMM administration significantly decreased CD38 expression in obstructed kidneys (Figures 4H,I). Additionally, the inflammatory cytokines IL-1β, IL-6, and TNF-α exhibited a significant downregulation in DMM-treated mice compared to those in PBS-treated mice (Figure 4J). Collectively, these results indicate that DMM inhibits inflammation in UUO kidneys.

**FIGURE 4:**
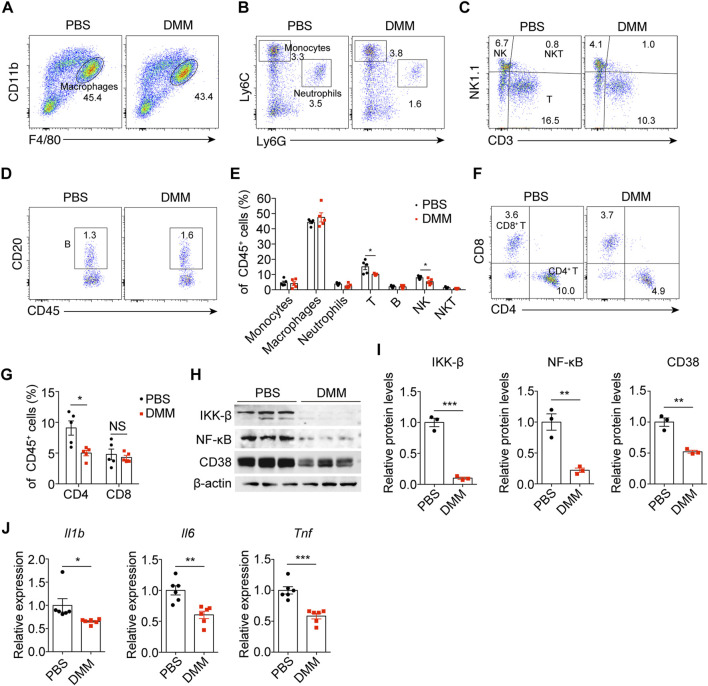
DMM inhibited CD4^+^ T cell infiltration and kidney inflammation. Representative flow cytometry plots of **(A)** macrophages, **(B)** monocytes and neutrophils, **(C)** NK, NKT, and T cells, and **(D)** B cells in UUO kidneys from mice treated with or without DMM. **(E)** Quantification of the indicated immune cells in PBS- and DMM-treated UUO kidneys (n = 5). **(F)** Representative flow cytometry plots and **(G)** quantification of CD4^+^ and CD8^+^ T cells in UUO kidneys from mice treated with or without DMM (n = 5). **(H)** Immunoblots and **(I)** quantification of IKK-β, NK-κB p65, and CD38 in UUO kidneys from mice treated with or without DMM (n = 3). **(J)** qPCR analysis for IL-1β, IL-6, and TNF expression in PBS- or DMM-treated UUO kidneys (n = 6). The results represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

### 3.5 DMM promoted PPAR signaling in UUO kidneys and tubular cells

PPAR signaling is central to fatty acid metabolism and mitochondrial function (Lyu et al., 2018). 

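Of the genes of the 3 PPAR receptors, Ppara (chromosome 15, 85734983 to 85802819) was at 13.2 ± 4.92 (SD, n = 4) CPM in PBS and 43.8 ± 11.4 (SD, n = 4) CPM in DMM kidneys of the 8 libraries, a log2 fold change of 1.73 (standard error 0.29, adjusted p = 0.0109, edgeR). With all 10 libraries, including 30.8 CPM in PBS replicate 3 and 13.6 CPM in DMM replicate 1, its log2 fold change was 1.17 (standard error 0.41, adjusted p = 0.387, edgeR). Pparg (chromosome 6, 115360951 to 115490399) was at 7.99 ± 1.40 (SD, n = 4) CPM in PBS and 5.94 ± 1.62 (SD, n = 4) CPM in DMM kidneys, a log2 fold change of -0.43 (standard error 0.24, adjusted p = 0.350, edgeR), and of -0.39 over all 10 (adjusted p = 0.508, edgeR), with 6.52 CPM in PBS replicate 3 and 5.62 CPM in DMM replicate 1. Ppard (chromosome 17, 28232700 to 28301474) had a log2 fold change of -0.16 over the 8 libraries and -0.06 over all 10. Neither difference passed an exact permutation test (p = 0.200 and 0.524). With the correction for GC content and length its log2 fold change over all 10 became 0.01, and without DMM replicate 4 it became 0.02. Of the target genes that the paper measures in tubular cells, Cpt1a (chromosome 19, 3323301 to 3385732) was at 282 ± 25.8 (SD, n = 4) CPM in PBS and 411 ± 40.2 (SD, n = 4) CPM in DMM kidneys. Its log2 fold change was 0.54 over the 8 libraries (standard error 0.12, adjusted p = 0.0317, edgeR), under the fold change threshold, and 0.37 over all 10 (adjusted p = 0.419, edgeR), with 365 CPM in PBS replicate 3 and 286 CPM in DMM replicate 1. None of these genes passed the adjusted threshold over all 10 libraries.

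**Figure D4:**
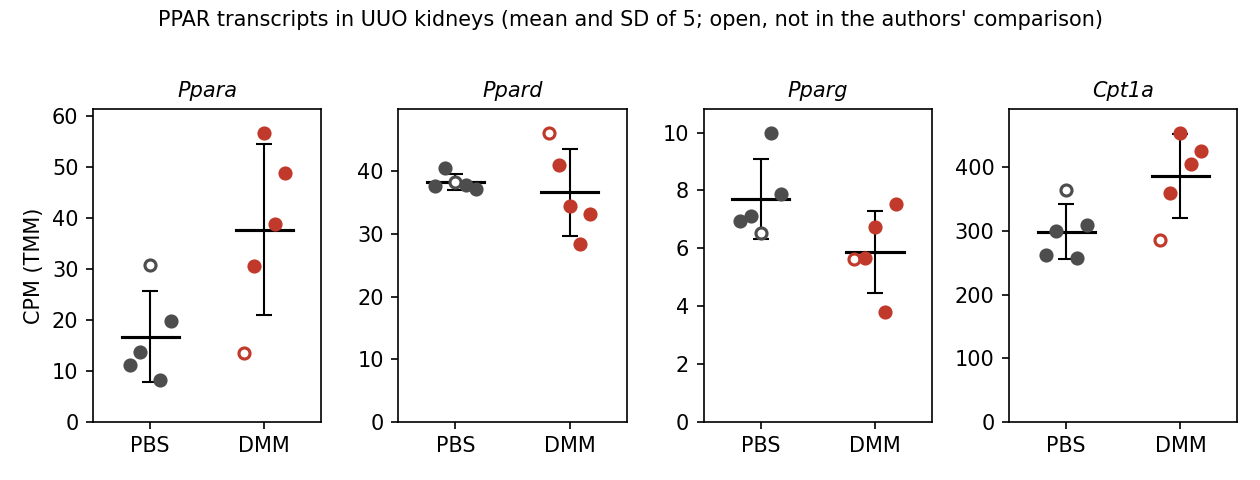
Normalized counts (CPM, y axes) of Ppara, Ppard, Pparg and Cpt1a in PBS and DMM kidneys, with each point a mouse, open where it was not in the authors' comparison, and bars the mean and SD of 5. Ppara lies between 8.25 and 30.8 CPM in PBS kidneys, with its highest value in PBS replicate 3, and DMM replicate 1 at 13.6 CPM is the lowest DMM kidney.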

RNA-seq analysis revealed that DMM treatment activated PPAR signaling. Immunoblots showed that DMM-treated mice exhibited significant upregulation of both PPARα and PPARγ in UUO kidneys (Figures 5A–D). To counteract the DMM-induced reduction in succinate levels, exogenous succinate was administered via drinking water. This intervention abolished the DMM-mediated upregulation of PPARγ (Figures 5C,D), confirming succinate’s regulatory role in this pathway. In TCMK-1 cells, TGF-β stimulation downregulated PPARα expression but showed no significant effect on PPARγ (Figure 5E), suggesting selective suppression of PPAR signaling during TGF-β-mediated EMT. Notably, DMM promoted the expression of both PPARα and PPARγ, especially PPARγ (Figure 5E). Furthermore, CPT1α and ACOX1, key rate-limiting enzymes in FAO, exhibited same expression patterns as PPAR in the presence of DMM (Figures 5F,G). Taken together, these data demonstrate that DMM promotes PPAR signaling in tubular cells.

**FIGURE 5:**
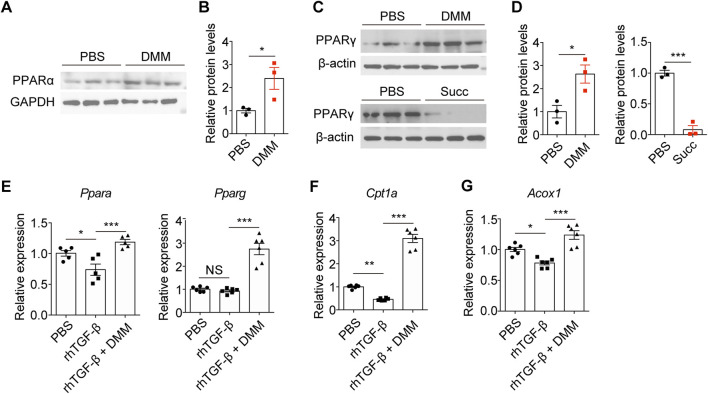
DMM promoted PPAR signaling in UUO kidneys and tubular cells. Immunoblots and quantification of PPARα **(A,B)** and PPARγ **(C,D)** in UUO kidneys from mice treated with DMM or succinate (n = 3). **(E)** qPCR analysis for PPARα and PPARγ expression in TCMK-1 cells treated rhTGF-β or rhTGF-β + DMM (n = 5–6). qPCR analysis for **(F)** *Cpt1a* and **(G)** *Acox1* in TCMK-1 cells treated rhTGF-β or rhTGF-β + DMM (n = 6). The results represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, NS no significance.

### 3.6 Pharmacological activation of PPAR signaling protected against UUO-induced kidney fibrosis and inflammation

To further investigate the therapeutic potential of PPAR signaling activation, we administered the PPAR agonist pioglitazone in the UUO model. Pioglitazone treatment significantly suppressed the expression of fibronectin (FN), Col I, and αSMA at both protein and mRNA levels in UUO kidneys (Figures 6A–C). Histological analysis demonstrated that PPAR activation substantially reduced collagen deposition, as evidenced by decreased collagen-positive areas in obstructed kidneys (Figure 6D). Furthermore, pioglitazone-treated mice exhibited significantly lower levels of pro-inflammatory cytokines IL-1β and TNF-α in UUO kidneys compared to controls (Figure 6E). These findings collectively indicate that pharmacological activation of PPAR signaling exerts protective effects against both fibrotic and inflammatory processes in obstructive nephropathy.

**FIGURE 6:**
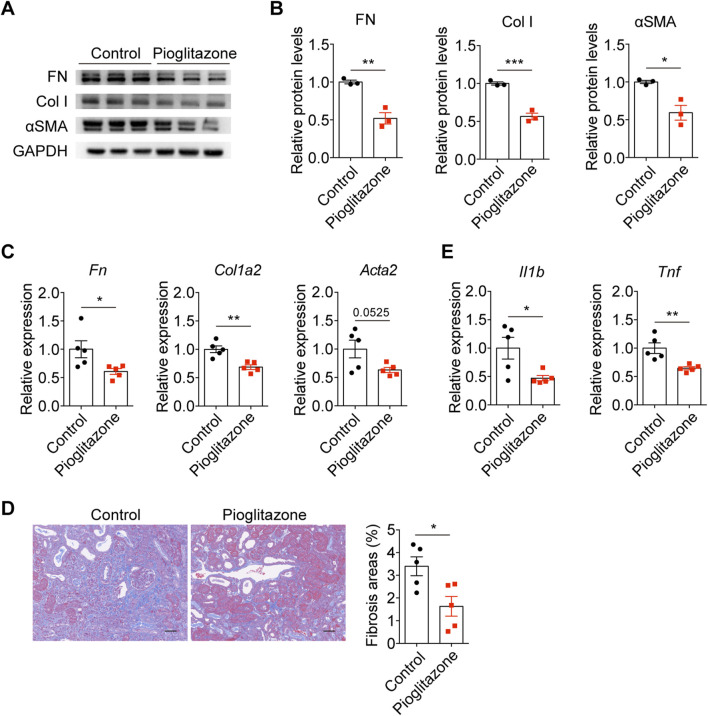
Pharmacological activation of PPAR protected against UUO-induced kidney fibrosis and inflammation. **(A)** Immunoblots and **(B)** quantification of FN, Col I, and αSMA in UUO kidneys from mice treated with or without pioglitazone (n = 3). **(C)** qPCR analysis for FN, Col I, and αSMA in UUO kidneys from mice treated with or without pioglitazone (n = 5). **(D)** Representative Masson staining and quantification of UUO kidneys from mice treated with or without pioglitazone (n = 5). **(E)** qPCR analysis for IL-1β and TNF in UUO kidneys from mice treated with or without pioglitazone (n = 5). The results represent mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001.

## 4 Discussion

In this study, we showed that DMM effectively prevented obstruction-induced kidney injury and fibrosis. DMM administration promoted metabolic reprogramming in the kidney, partially through PPAR-mediated enhancement of fatty acid metabolism. Furthermore, DMM inhibited CD4^+^ T cell infiltration and mtROS production, thereby alleviating inflammation and oxidative stress in obstructed kidneys.

In obstructive nephropathy, mechanical stretching triggers activation of the renin-angiotensin system (RAS) through angiotensin II, thus activating nicotinamide adenine dinucleotide phosphate (NADPH) oxidases that produce ROS (Aranda-Rivera et al., 2021). Malfunctioning mitochondria are also significant sources of ROS in renal disorders (Zhang et al., 2021). Oxidative stress causes alterations in pathways related to apoptosis and inflammation, contributing to the development of renal injury and fibrosis (Aranda-Rivera et al., 2021). ROS overproduction induces tubular cell apoptosis by activating caspase-3, ERK1/2, and p38 (Rhyu et al., 2005; Ostergaard et al., 2014). Moreover, excessive ROS are linked to the activation of TGF-β and NF-κB, key players in myofibroblast activation and inflammation, respectively (Iglesias-De La Cruz et al., 2001; Nakatani et al., 2002). Our study demonstrated that DMM alleviated mitochondrial dysfunction and reduced mtROS production in tubular cells. Additionally, DMM administration decreased the levels of NF-κB p65 and the injury marker KIM1 in UUO kidneys. In fact, previous studies have suggested that enhancing mitochondrial function can alleviate obstruction-induced kidney injury and fibrosis (Aranda-Rivera et al., 2022; Liao et al., 2022).

PPARs are nuclear receptors that function as ligand-activated transcription factors, including three isoforms: PPARα, PPARβ/δ, and PPARγ (Wagner and Wagner, 2020). The involvement of PPARα-mediated FAO has been implicated in various renal conditions, such as acute kidney injury, diabetic nephropathy, and chronic kidney disease (Gao and Gu, 2022). Notably, there is a growing body of evidence showing that the activation of PPARγ confers a protective effect against renal interstitial fibrosis (Gao and Gu, 2022). Clinical studies have demonstrated the therapeutic potential of PPARγ agonists in reducing albuminuria in patients with type 2 diabetes (Pistrosch et al., 2012). Beyond metabolic regulation, PPARγ exhibits anti-inflammatory properties by modulating macrophage polarization. Specifically, PPARγ activation promotes the differentiation of anti-inflammatory M2 macrophages, thereby attenuating tissue inflammation (Chen et al., 2019; Kokeny et al., 2021). In our study, DMM treatment significantly enhanced PPAR signaling pathways, although the precise mechanisms underlying this interaction require further investigation.

One of the primary pathogenic mechanisms in obstructive nephropathy involves impaired renal perfusion caused by elevated intratubular hydrostatic pressure (Jackson et al., 2018). This renal hypoperfusion creates a hypoxic microenvironment where SDH operates in reverse to produce succinate from fumarate (Spinelli et al., 2021). We revealed that DMM-mediated SDH inhibition led to an increase in renal succinate levels in UUO kidneys. Studies have shown that succinate is associated with lung, liver, and renal fibrosis by driving myofibroblast activation and M2 macrophage polarization (Li et al., 2015; Liu et al., 2020; Wang Z. et al., 2021; Pu et al., 2024). Notably, our results revealed that exogenous succinate supplementation suppressed PPAR signaling, suggesting its potential role in exacerbating metabolic dysregulation in obstructed kidneys. Therefore, DMM-mediated SDH inhibition may mitigate fibrosis by reducing succinate accumulation and restoring PPAR signaling.

Interestingly, DMM administration inhibited renal inflammation and CD4^+^ T cell accumulation. This effect may be attributed to DMM-mediated metabolic reprogramming that alters the tissue microenvironment, thereby modulating the inflammatory response. Notably, succinate serves as a key inflammatory signal capable of inducing CD4^+^ T cell activation through mechanisms associated with enhanced chromatin accessibility of pro-inflammatory transcription factors (Chen et al., 2022). Therefore, the anti-inflammatory properties of DMM may be related to its ability to reduce succinate levels, although the specific mechanisms require further investigation.

Clinically, beyond surgical interventions, targeted pharmacotherapy for obstructive nephropathy remains lacking. Our findings establish DMM as a therapeutic agent capable of targeting mtROS production, metabolic reprogramming, and inflammation in preclinical models of obstructive nephropathy. However, human chronic obstruction exhibits slower progression compared to murine acute models, which necessitates dose optimization in larger mammals and biomarker-driven patient stratification. Of note, DMM administration demonstrated sustained anti-fibrotic effects at 14 days post-UUO. Nevertheless, the investigation of both the long-term efficacy and safety profile of DMM will be essential to strengthen its therapeutic potential.

## 5 Conclusion

In conclusion, DMM administration inhibits kidney inflammation, mtROS production, and UUO-induced renal injury and fibrosis, partially via promoting PPAR signaling pathway. Our findings suggest that DMM-mediated SDH inhibition could serve as a therapeutic strategy for obstructive nephropathy.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE278764.

How the deposited data were processed for this re-analysis (not part of the article)

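Bulk RNA-seq was done on UUO kidneys of 5 PBS-treated and 5 DMM-treated mice, a single library per mouse. The authors aligned reads from a NovaSeq X Plus run to the mouse genome mm10 and deposited the count of reads on each gene, without normalization, for every library. The paper's text does not name the aligner, the counting tool, the annotation release or whether counting took the strand into account. The FPKM values that the authors deposited divide each count by the gene length and by an effective library size. They were not used for any test. The deposited table of the authors' comparison also holds group means, a signal in counts divided by DESeq2 size factors, the log2 fold change of DMM over control, and its p-value and adjusted p-value from DESeq2 with default parameters. The gene length that the authors deposited is in base pairs, and its source is not stated. Gene symbols, positions and types were taken from the same table. Columns of per-sample values that were not used number 0.

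The methods state 5 independent replicates. When the deposited group means were written as weighted sums of the deposited counts, PBS replicate 3 and DMM replicate 1 had a weight of 0 and the other 8 libraries the inverse of their size factors. DESeq2 on those 8 libraries gave an adjusted p that differed by more than 0.001 from the deposited one in 0 of 28001 genes. All 10 libraries had been chosen for the comparisons before the data were examined, and the 8 libraries were added afterward. Genes, lists and pathways were compared over both sets of libraries, with the same steps. Some tests of explanations, such as those for the fall of the interferon response list, covered the 8 libraries only. Ranges of named genes without a single library are given for all 10 only. The sets share 8 libraries, so that one is no independent check of the other.

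Genes were kept by edgeR's filterByExpr, which left 16550 genes over the 8 libraries and 16505 over all 10. Counts were scaled by TMM and tested by edgeR's quasi-likelihood F test, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 1.5. Standard errors of log2 fold changes were taken from the fold change and its F statistic. Normalized counts are given as CPM with TMM, with the SD between mice. The list values are means over genes of log2 CPM with a prior count of 2. Differences between groups in these means were tested by exact two-sided permutation over 252 relabelings of 10 libraries, with a smallest p of 0.00794, or 70 relabelings of 8, with a smallest p of 0.0286. The lists were written by hand before the data were examined. They comprised 8 lists named after terms of the upregulated genes in Figure 2, 6 named after terms of the downregulated genes, and 19 lists used as checks. GO and KEGG terms were not analysed here, so the lists stand in for those of Figure 2. Over-representation was tested by one-sided Fisher's exact tests against all tested genes, adjusted over 14 lists. The mouse Reactome sets of fgsea with 10 to 500 tested genes were tested by limma's camera.

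Genes to be named had been set by rule before the data were examined. They were every gene that the paper names, the 5 largest rises and the 5 largest falls among called genes whose values did not overlap between groups, and the 3 called genes of smallest p in each list. Since 0 genes were called over all 10 libraries, against 993 past an unadjusted p under 0.05 with a fold change above 1.5, the rule was applied to the calls over the 8 libraries. A gene was reported as a lower bound where every library of a group had at most 3 counts. Genes that overlap a tested gene on the opposite strand are named as such. Of 34 tested genes that the paper names, 14 passed over the 8 libraries when adjusted over these genes alone and 9 when adjusted over all genes, against 0 and 0 over all 10. Values of 2 of these genes are not reported, though lists and totals include them. Ly6g was not tested, with at most 6 counts in any library.

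Total counts were between 15722527 and 19475833 per library, and the paper describes no molecular identifiers, so that reads are not independent molecules. The steps were tested on simulated counts with the dispersions of these libraries, in which 200 genes were changed 3-fold. With 5 mice against 5, edgeR recovered 79.5% of them with 2 false calls among 161, and with 4 against 4 it recovered 69.5% with 7 false calls among 146 and, in another draw, 71.0% with 2 among 144. DESeq2 made more false calls on the same counts, 34 with 5 against 5, and 63 and 42 with 4 against 4. These rates hold for the simulated counts only. Whether they carry over to the real libraries, some of which lay far from the others of their group, was not tested. The simulation therefore gives neither the power of edgeR in the real data nor a ranking of edgeR and DESeq2 there.

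The alternatives were DESeq2, RLE size factors, library size alone, other filters on low counts, other thresholds for a call, protein-coding genes alone, the replicate number as a block, each library left out in turn, and other tests of the Reactome sets. The 8 libraries and a correction of each library's log2 CPM for GC content and length of the longest transcript by loess were added after the data were examined. Transcript sequences were those of GENCODE M21, which gave a GC content and a length for 99.9% of the tested genes. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used.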

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

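Of the tests in this part, those on depth, on the genes with the most counts, on transcript length and on mislabeling were chosen only after the results were seen. What those on GC content and on proximal tubule RNA would show was written before their own results were seen, though after the patterns that they address. Of 138 groups of 5 libraries examined for a library far from the others, 12 had one, against 6.9 by chance. These were DMM replicate 1 in 5 groups, DMM replicate 4 in 3, PBS replicate 3 in 3 and PBS replicate 4 in 1.

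DMM replicate 4 had a count on 20029 genes, against 22898 to 23583 in the other DMM libraries. Its Il6 value of 8.46 CPM lay above 0.567 to 1.54 CPM in the others, and its Itgam value of 26 CPM above 13.3 to 14.7 CPM. Low depth was not the cause, since all 9 other libraries had a lower total count. Nor was a small number of genes, since its 10 highest genes held 1.06 times the median share of the other DMM libraries. Across genes, which are not independent replicates, its deviation from the other DMM libraries rose with transcript length (Spearman rho 0.47) and fell with GC content (rho -0.49), the strongest of the 10 libraries in both. In PBS libraries these correlations were between -0.09 and 0.16. Those of the other DMM libraries partly reflect DMM replicate 4 itself, from which they are measured. A difference in library preparation or RNA integrity is a candidate explanation. A biological difference of this mouse cannot be told apart from it, since the design holds a single library per mouse.

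The interferon response list stood at -0.042 in DMM replicate 1 and between -2.53 and -2.06 in the other DMM kidneys. The same library had 2746 CPM of Col1a2, against 865 to 1333 CPM in the other DMM kidneys, 538 CPM of Acta2, against 167 to 267 CPM, and 19.01 CPM of Ly6c2, against 1.98 to 5.10 CPM. Its 10 highest genes held 5.23% of counts, against 7.19% to 7.89%. It lay within the range of the PBS kidneys in the interferon response list, Col1a2, Ly6c2 and the share of the 10 highest genes. Its Acta2 value lay above every PBS kidney, the highest of which was at 363 CPM. A PBS library under a DMM label would lie at the PBS mean for the interferon response list, and it was -0.042 from that mean, but a mouse in which the treatment had no effect would give the same, and the pattern cannot be told apart from either. The paper does not report these values.

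In PBS replicate 3, mitochondrial genes held 3.66% of counts, against 1.97% to 2.30% in the other PBS kidneys. The mean of transcripts of the mitochondrial genome was 0.83, against -0.41 to -0.07, and Sdhd was at 151 CPM, against 101 to 109 CPM. Mitochondrial genes held 3.79% to 5.62% of counts in DMM replicates 2 to 5 and 2.30% in DMM replicate 1. For Sdhd, DMM replicates 2, 3 and 5 were at 144 to 164 CPM, but DMM replicate 1 was at 105 CPM and DMM replicate 4 at 45.4 CPM. A DMM library under a PBS label might give the mitochondrial values, and its interferon response list was -0.23 from the mean of the other PBS kidneys, far from DMM replicates 2 to 5, which goes against such a library with their fall. A DMM library without the fall is left open, but DMM replicate 1 is an example only if its own label is right. Plasma cell marker genes were at 1.24 in PBS replicate 4, against -0.52 to -0.11 in the other PBS kidneys. No explanation was tested for this value, and chance alone gives such values.

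Over the 8 libraries, the transcripts of the mitochondrial genome were higher in DMM kidneys by 1.39 (exact permutation test, p = 0.0286, adjusted p = 0.0679 over 19 lists), higher in 4 of 4 DMM kidneys than in any PBS kidney. The paper does not report these transcripts. Over all 10 libraries the difference was 0.95 (adjusted p = 0.188 by exact permutation). A larger share of proximal tubule RNA is a candidate explanation. Once the slope on proximal tubule marker genes within groups was taken off, a difference of 1.34 was left, and 0.74 with the slope within the 5 PBS kidneys (exact permutation tests, p = 0.0286 for each). The slope within groups was 0.032, so that it took off little, and over all 10 libraries, with a slope of 0.44, 0.53 was left (exact permutation test, p = 0.0159). With these slopes the share did not account for all of the difference. Each slope rests on few mice, however, so that the share cannot be ruled out as the cause. RNA quality was not tested as an explanation, and DMM replicate 4, in which such a difference is a candidate, had the highest value, at 1.65.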

How the results depend on the processing

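The correction for GC content and length, all values over the 8 libraries and the paired form of the Reactome test were chosen only after the results were seen, and the other alternatives before the data were examined. For each change below the cause was not tested, unless a value is given.

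Over all 10 libraries, 0 genes were called higher and 0 lower, against 315 and 678 at an unadjusted p under 0.05 with a fold change above 1.5. With 0 genes called no list could be over-represented, while 8 of 14 were at that unadjusted threshold. DESeq2 called 12 genes higher and 33 lower, with 2 lists over-represented. With a fold change above 1.5 and no p-value, 813 genes were higher and 1128 lower, with 13 lists. Counts stayed at 0 with RLE size factors, library size alone, the other filters, protein-coding genes alone, an adjusted p under 0.01, no fold change threshold beside the adjusted p, the GC correction and the replicate block. Across the 10 fits that each left out a single library, 0 to 50 genes were called higher, 0 to 436 lower and 0 to 6 lists were over-represented, with every call from the fit without DMM replicate 1.

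Within the 8 libraries, 452 genes were called higher and 590 lower. The counts were 748 and 909 with DESeq2, 1067 and 1198 at an unadjusted p under 0.05, 1634 and 1746 by fold change alone, and 73 and 219 at an adjusted p under 0.01, at which 7 lists were over-represented in place of 13. With library size alone 276 genes were higher, and with the GC correction 786. Library size alone moved the median log2 fold change of all genes to -0.13, from -0.02 with TMM. Leaving out another library gave 131 to 1129 genes higher and 276 to 1281 lower, the highest without DMM replicate 4.

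Same-numbered PBS and DMM libraries had a mean correlation of 0.052, against -0.013 for other numbers. With the replicate block, 0 genes were called higher and 0 lower over all 10 libraries, as without it. The replicate block gave, over the 8, 0 and 0 genes, so that no list could be over-represented, against 452 and 590 genes without it. Those 8 libraries hold only 3 same-numbered pairs.

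Under camera with an inter-gene correlation of 0.01, 46 Reactome sets were higher and 81 lower over all 10 libraries. With the correlation estimated for each set there were 0 and 0, against 14 and 16 at an unadjusted p under 0.05. Fisher's exact test of called genes gave 0 and 0, as it must with 0 genes called. Within the 8, 62 and 85 sets became 0 and 0 with the estimated correlation, against 35 and 46 unadjusted, and 52 and 58 by Fisher's exact test. With the replicate block, camera gave 51 and 75 sets over all 10 libraries and 55 and 75 over the 8. Fits without a single library gave 16 to 69 sets higher and 34 to 148 lower over all 10 libraries, and 53 to 83 and 60 to 170 over the 8.

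No difference of list means passed an adjusted p of 0.05 over all 10 libraries or over the 8, in which the smallest were 0.0889 and 0.0571. With the GC correction, 11 of 14 passed over the 8 libraries. These were PPAR signaling at 0.59, peroxisome at 0.50, fatty acid oxidation at 0.78, amino acid metabolism at 0.92 and brush border at 0.98, and antigen presentation at -0.81, T cell activation at -1.11, cytokines at -0.69, cell adhesion molecules at -0.41, interferon response at -2.31 and extracellular matrix at -0.62. All 6 immune and matrix differences were nearer to 0 than without the correction. Without DMM replicate 4 all 14 passed over the 8 libraries. In these fits every list that passed stood at the smallest p that the design allows, as 7 lists did over the 8 libraries without a change, so that passing depends only on how many lists reach it. With the 9 libraries left after DMM replicate 1 was removed, antigen presentation, T cell activation, cytokines, cell adhesion molecules and the interferon response passed. Across fits without a single library, the differences over the 8 libraries ranged from 0.38 to 0.64 for PPAR signaling, 0.33 to 0.60 for peroxisome, 0.56 to 0.90 for tryptophan metabolism, 0.39 to 0.80 for branched-chain amino acids, 0.53 to 0.95 for fatty acid oxidation, 0.67 to 1.09 for amino acid metabolism, 0.75 to 1.02 for brush border, -1.02 to -0.72 for antigen presentation, -1.39 to -1.06 for T cell activation, -0.84 to -0.69 for cytokines, -0.50 to -0.43 for cell adhesion molecules, -2.44 to -2.27 for interferon response and -0.77 to -0.59 for extracellular matrix. Over all 10 they ranged from 0.18 to 0.41 for PPAR signaling, 0.14 to 0.34 for peroxisome, 0.24 to 0.56 for tryptophan metabolism, 0.15 to 0.45 for branched-chain amino acids, 0.23 to 0.56 for fatty acid oxidation, 0.30 to 0.64 for amino acid metabolism, 0.35 to 0.71 for brush border, -0.90 to -0.55 for antigen presentation, -1.13 to -0.82 for T cell activation, -0.67 to -0.45 for cytokines, -0.43 to -0.29 for cell adhesion molecules, -2.30 to -1.68 for interferon response and -0.58 to -0.30 for extracellular matrix. Only the respiratory chain list changed its sign. It was 0.05 over all 10 libraries, -0.036 with library size alone and -0.070 to 0.28 without a single library, and 0.039 to 0.50 over the 8.

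Of 108 named genes, 9 changed their sign from that over all 10 libraries under some alternative, in 26 fits. Il6 was at 0.042 with all 10 libraries, -0.083 over the 8, -0.14 with library size alone, -0.019 without a filter, -0.18 with the replicate block and -0.11 with the GC correction. Acta2 was at -0.45 over the 8 libraries and -0.0093 with library size alone, from 0.066. Library size alone gave -0.043 for Ikbkb and -0.028 for Cd38, and the replicate block -0.013 for Sdhd. Over all 10 libraries, library size alone moved the median log2 fold change of all genes to -0.095, from -0.0097 with TMM. This common shift is enough to change the sign of Ikbkb, Cd38, Acta2 and the respiratory chain list, so that their change says nothing specific to them. The GC correction gave 0.12 for Rela, 0.012 for Ppard and 0.14 for Actb. Without a single library, the range was -1.28 to 0.71 for Il6, -0.28 to 0.21 for Acta2, -0.030 to 0.31 for Sdhd, -0.066 to 0.17 for Cd38, -0.16 to 0.016 for Ppard and -0.19 to 0.53 for Klrb1c. In 125 fits a named gene passed the adjusted threshold that it did not pass over all 10 libraries, with the same sign.

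Depth limits single genes of low count. Klrb1c had 180 counts and Il6 422 in the 10 libraries together.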

Differences from the paper's values

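No test was chosen for this part after its result was seen, except that the 8 libraries and the correction for GC content and length were added after the data were examined. None of the values that the paper states or draws for a measure computed here differed by more than the replicate SD or the paper's error and by more than 1.5 times. The paper's methods name 5 independent replicates in the DESeq2 comparison, while the deposited group means rest on 4 PBS and 4 DMM libraries.

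The paper reports genes past a fold change threshold in both directions, and enrichment of metabolic terms among those that rose and of immune terms among those that fell. Over all 10 libraries, edgeR called 0 genes in either direction, against 315 higher and 678 lower at an unadjusted p under 0.05 with a fold change above 1.5. With 0 genes called, none of the 14 lists could be over-represented, so that the list test decides nothing there. Settings set before the data were examined that made calls were DESeq2, with 12 genes higher and 33 lower and 2 lists over-represented (T cell activation and cytokines), the unadjusted threshold, with 8 lists, the fold change alone, with 813 and 1128 genes and 13 lists, and the fit without DMM replicate 1, with 50 and 436 genes and 6 lists. In the 8 libraries, which were chosen after the values were seen, 452 and 590 genes were called and 13 lists were over-represented, and DESeq2 on them gave the calls of the authors' deposited table.

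For the mitochondrial inner membrane, the paper reports enrichment among the upregulated genes. Of 75 nuclear genes of the respiratory chain, 0 were called over all 10 libraries and 0 passed an unadjusted p under 0.05 with a fold change above 1.5, and 1 was called over the 8. The list does not hold the other proteins of that membrane. Among genes called higher in the authors' deposited table it also had 1 of 75 (odds ratio 0.492, one-sided Fisher's exact test, adjusted p = 0.869). The contrast with the paper's term may thus come from the list, which cannot decide whether that term was enriched. The list was over-represented over the 8 libraries with the correction for GC content and length, which was chosen after the values were seen (8 of 75 genes, odds ratio 2.41, Fisher's exact test, adjusted p = 0.0257), and without DMM replicate 4 (22 of 75, odds ratio 5.87, adjusted p = 2.26e-09). Among genes of the mitochondrial genome in the Reactome set of respiratory electron transport, 11 of 11 were called over the 8 libraries.

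The paper gives lower Il6 expression in DMM-treated kidneys by qPCR, at about 0.61 of the PBS level in Fig. 4J, read by eye. In the libraries the ratio was 1.03 over all 10, a log2 fold change of 0.042, with an SD between DMM kidneys that exceeds the difference. The log2 fold change was negative over the 8 libraries (-0.083, standard error 0.93, adjusted p = 0.971, edgeR, chosen after the values were seen). It was also negative with library size alone (-0.14), without a filter on low counts (-0.019), with the replicate block (-0.18) and with the correction for GC content and length (-0.11, chosen after the values were seen). Without PBS replicate 1, PBS replicate 3 or DMM replicate 4 it was -0.22, -0.21 and -1.28. All of these but the last were smaller in size than the standard error of 0.84 over all 10 libraries, so that they do not show a fall.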

Other observations

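What the splits of the libraries, the tests on GC content and that on the mitochondrial transcripts would show was written before their own results were seen. The other tests in this part were chosen only after the results were seen, the thinning of counts last of all.

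Over all 10 libraries, 993 genes passed an unadjusted p under 0.05 with a fold change above 1.5. Of the 16 splits into groups of 5 that part all same-numbered pairs, 2 gave as many, the real one included, and 8 of the 100 splits that were run out of 126. Reactome sets past an adjusted p under 0.05 numbered 127, and 4 of the 16 splits gave as many (20 of 100). Of the 8 splits of the 8 libraries that part the same number of pairs, 1 gave as many genes called, the real one (1 of all 35, the others giving 0), and 1 of 8 as many Reactome sets (5 of 35). The other splits part fewer same-numbered pairs. With 16 or 8 such splits a share under 0.05 cannot be reached, so that grouping by chance cannot be ruled out from them. The split with the most genes called over all 10 libraries, at 1192, exchanged PBS replicate 3 and DMM replicate 1.

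The count of calls depended on which libraries were left out. There are 25 ways to leave out a single PBS and a single DMM library, and the authors' pair gave the most calls, 1042. That pair was the only 1 of 25 with as many, and the next highest count was 333, without PBS replicate 4 and DMM replicate 1. In 20 of the 25 no gene was called, while each of the 5 without DMM replicate 1 gave at least 298. Total counts alone cannot tell whether depth is the cause, since 5 of the other 8 libraries had fewer counts than PBS replicate 3 but only DMM replicate 2 had fewer than DMM replicate 1. With every library thinned at random to the lowest total, 0 genes were called over all 10 libraries in each of 10 draws, against 976 to 999 at an unadjusted p under 0.05 with a fold change above 1.5. Over the 8 libraries, 999 to 1036 were called, so that a difference in depth did not account for it. With the correction for GC content and length, the number of genes called over all 10 libraries remained 0. Mislabeling of DMM replicate 1 (-0.042), by the distance of the interferon response list from the PBS mean, cannot be told from a difference between mice. For PBS replicate 3 (-0.23 from the other PBS kidneys) the same measure goes against a DMM library with the fall of DMM replicates 2 to 5. It leaves open only a DMM library without that fall, of which DMM replicate 1 is an example only if its own label is right. PBS replicate 3 stood at 0.66 in the fatty acid oxidation list, between DMM replicates 2 and 3.

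The fall of interferon response genes in DMM replicates 2 to 5 was the largest of the 14 lists over the 8 libraries. Of 10000 random lists matched on expression, GC content and length, 0 were as low. It exceeded the fall of macrophage marker genes by -1.41 and that of T cell marker genes by -1.15 (exact permutation tests, p = 0.0286 for each, the smallest that 4 mice against 4 allow). A loss of cells in proportion to either marker list therefore did not account for all of the fall. A loss limited to some of these cells, or of other cells, was not tested. The type I interferon receptor gene Ifnar1 had a log2 fold change of 0.058 over the 8 libraries and was not called. Total counts alone cannot tell whether depth is the cause, since 3 of these 4 libraries had more counts than the lowest of the others, DMM replicate 1. Thinned to the same total, the list fell by 2.35 in each of 10 draws, so that a difference in depth did not account for the fall. A weaker interferon response in these kidneys is a hypothesis, since it was found and tested in the same libraries. For DMM replicate 1, in which the fall was absent, mislabeling cannot be told from a mouse without the fall.

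A larger share of proximal tubule RNA in DMM kidneys is a candidate explanation for the metabolic lists. Proximal tubule marker genes were higher by 1.69 over the 8 libraries and 0.97 over all 10 (exact permutation tests, p = 0.0286 and 0.167). The rise was not limited to that segment. Over the 8 libraries, markers of the loop of Henle, distal tubule and collecting duct were higher by 1.07, 0.72 and 0.60 (exact permutation tests, p = 0.0571, 0.0286 and 0.0286). Once the slope on proximal tubule marker genes within groups was taken off, -0.018 of the difference of the PPAR signaling list over the 8 libraries was left, -0.14 of that of the fatty acid oxidation list and 0.064 of that of PPAR targets outside the tubular marker lists. With the slope within the 5 PBS kidneys, 0.09, 0.06 and 0.23 were left. Tubular cells that survive in greater number and tubular cells that express more of these genes would both give this, and bulk RNA cannot part them. GC content and length were not the cause, since the PPAR signaling difference was 0.59 after the correction. For the transcripts of the mitochondrial genome 1.34 was left, but their slope within groups over the 8 libraries was 0.032, which takes off little. With the slope within the PBS kidneys 0.74 of 1.39 was left, and 0.53 of 0.95 over all 10 with the slope within groups, so that the share may account for part of their rise.

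Gapdh, to which the paper normalizes its qPCR, had 816 counts in the 10 libraries together. Reads shared with its processed pseudogenes might be left uncounted. The counts on 5 annotated pseudogenes came to 15, a ratio of 0.0184 to those on Gapdh. Of the 50-base windows of its longest transcript, a retained intron, 27.2% occur in transcripts of other genes. Neither value reached the level written for sharing, as many counts as Gapdh and 50% of windows. The test was then repeated on the longest protein-coding transcript, in which 82.5% of windows are shared with 218 other genes. Because the test was revised after the results of the earlier forms had been seen, it cannot be told whether sharing is the cause.

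Besides Ppara, 8 transcripts whose proteins the paper measures in these kidneys were examined. None was called over all 10 libraries. Over the 8, Col1a2 of collagen I was called lower, with a log2 fold change of -1.11 (adjusted p = 0.0207, edgeR) and -0.61 over all 10 (adjusted p = 0.513). The other 7 were not called by edgeR, and 1 of them (Col1a1) had an unadjusted p under 0.05 over the 8. In the authors' deposited table, which rests on the same 8 libraries, Col1a1 was called lower (log2 fold change -1.07, adjusted p = 0.0089, DESeq2). The rest of the 7 were not called there. The log2 fold change of Pparg was -0.43 over the 8 libraries and -0.39 over all 10, that of Cd38 0.01 over the 8 libraries and 0.07 over all 10, that of Ikbkb 0.02 over the 8 libraries and 0.05 over all 10 and that of Rela -0.23 over the 8 libraries and -0.09 over all 10. Acta2 had -0.45 over the 8 libraries and 0.07 over all 10, Col1a1 -1.07 over the 8 libraries and -0.53 over all 10 and Havcr1 0.16 over the 8 libraries and 0.18 over all 10. Transcript and protein levels need not move together. Tnf and Il1b, which the paper measures by qPCR, had -1.13 over the 8 libraries and -0.62 over all 10 and -1.16 over the 8 libraries and -0.96 over all 10, neither called. No explanation was tested.

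By flow cytometry, the paper reports no change of macrophages, monocytes, neutrophils or B cells. The mean of macrophage marker genes differed by -0.94 over the 8 libraries and -0.72 over all 10 (exact permutation tests, p = 0.0286 and 0.0159, adjusted p = 0.0679 and 0.188 over 19 lists). That of neutrophil marker genes differed by -0.24 and 0.10, and that of B cell marker genes by -0.82 and -0.54. Ly6c2, a gene of the Ly6C antigen in the paper's antibody panel, was called lower over the 8 libraries (log2 fold change -2.85, adjusted p = 0.00713, edgeR). Over all 10 it had -1.77 (adjusted p = 0.387, edgeR). Adgre1 and Itgam were not called over the 8 (adjusted p = 0.0959 and 0.601, edgeR). In the authors' deposited table, Adgre1 was called lower (log2 fold change -0.651, adjusted p = 0.0379, DESeq2). Itgam was not called there (adjusted p = 0.645, DESeq2). Over all 10 libraries Adgre1 had a log2 fold change of -0.61 (adjusted p = 0.378, edgeR). Every DMM kidney was then below every PBS kidney for Adgre1 (exact permutation test, p = 0.00794). These are RNA levels and not cell counts.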
